# Laminar and Dorsoventral Molecular Organization of the Medial Entorhinal Cortex Revealed by Large-scale Anatomical Analysis of Gene Expression

**DOI:** 10.1371/journal.pcbi.1004032

**Published:** 2015-01-23

**Authors:** Helen L. Ramsden, Gülşen Sürmeli, Steven G. McDonagh, Matthew F. Nolan

## Abstract

Neural circuits in the medial entorhinal cortex (MEC) encode an animal’s position and orientation in space. Within the MEC spatial representations, including grid and directional firing fields, have a laminar and dorsoventral organization that corresponds to a similar topography of neuronal connectivity and cellular properties. Yet, in part due to the challenges of integrating anatomical data at the resolution of cortical layers and borders, we know little about the molecular components underlying this organization. To address this we develop a new computational pipeline for high-throughput analysis and comparison of in situ hybridization (ISH) images at laminar resolution. We apply this pipeline to ISH data for over 16,000 genes in the Allen Brain Atlas and validate our analysis with RNA sequencing of MEC tissue from adult mice. We find that differential gene expression delineates the borders of the MEC with neighboring brain structures and reveals its laminar and dorsoventral organization. We propose a new molecular basis for distinguishing the deep layers of the MEC and show that their similarity to corresponding layers of neocortex is greater than that of superficial layers. Our analysis identifies ion channel-, cell adhesion- and synapse-related genes as candidates for functional differentiation of MEC layers and for encoding of spatial information at different scales along the dorsoventral axis of the MEC. We also reveal laminar organization of genes related to disease pathology and suggest that a high metabolic demand predisposes layer II to neurodegenerative pathology. In principle, our computational pipeline can be applied to high-throughput analysis of many forms of neuroanatomical data. Our results support the hypothesis that differences in gene expression contribute to functional specialization of superficial layers of the MEC and dorsoventral organization of the scale of spatial representations.

## Author Summary

Higher brain functions such as spatial cognition are carried out in specialized brain areas. Within a specialized brain area nerve cells with different functions are organized in layers and gradients. It is possible that this topographical organization reflects underlying differences in molecular organization of the brain. However, systematic comparison of the expression patterns of tens of thousands of genes at the resolution of layers and borders is challenging. Here we develop a new computational pipeline that addresses this problem. We apply this pipeline to analysis of the medial entorhinal cortex (MEC), a brain structure that is important for spatial cognition. Our analysis shows that the MEC is highly organized at a molecular level, identifies related groups of genes that might underlie functional specialization, and implicates energy-related genes in vulnerability of certain neuronal populations to neurological disorders including Alzheimer’s disease. Our computational pipeline may have general utility for high-throughput and high-resolution analysis of brain anatomy. Our results support the notion that molecular differences contribute to functional specialization of higher cognitive circuits.

## Introduction

Spatial cognition emerges from interactions between specialized neuronal populations in the hippocampal-entorhinal system [1]. The medial entorhinal cortex (MEC) is of particular importance for cognitive functions that rely on estimation of spatial position and orientation [2]. Neurons in each layer of the MEC represent distinct information, have differing connectivity, and can be distinguished by their morphological and biophysical properties [3–7]. For example, layer II has a relatively high density of neurons with grid firing fields, whereas deeper layers contain a higher proportion of neurons with firing also modulated by head direction [3, 8]. Further topographical organization is present orthogonal to cell layers along the dorsoventral axis in that the scale of spatial representations, local and long-range connectivity, synaptic integration and intrinsic electrophysiological properties all vary with dorsoventral position [9–15]. While this specialization of encoding and cellular properties is well established, the extent to which molecular specialization defines neuronal populations within the MEC or contributes to their distinct functions is not clear.

Insights into molecular substrates for topographical organization in other brain regions have been gained through large-scale analysis of differences in gene expression [16–21]. Our understanding of the architecture and functions of MEC may benefit from similar approaches. While detailed anatomical and histochemical studies have shown that certain genes, including reelin, calbindin [22] and some cadherins [23], identify cell populations associated with particular layers of the MEC, we know very little about the identity, laminar or dorsoventral organization of the vast majority of genes expressed in the MEC. This is a difficult problem to address for the MEC as its borders with adjacent structures are ambiguous, it has a dorsoventral as well as a laminar organization and its similarity to other cortical structures is unclear. As a result, key questions about its molecular organization are currently unanswered. For example, are the layers and borders of the MEC unambiguously delineated by coordinated expression patterns of multiple genes? Are genes differentially expressed along the laminar and dorsoventral axes? Do genome-wide laminar or dorsoventral differences in gene expression lead to mechanistic predictions regarding the organization of functional properties in the MEC? The MEC is ontogenetically distinct from both the 3-layered hippocampus, and from neocortex [24], with which it shares a similar laminar organization, but does this similarity to neocortex reflect a common molecular organization?

The topographical organization of the MEC extends to pathological signatures of common disorders in which it is implicated. Layer II exhibits neuronal loss [25] in patients with mild to severe Alzheimer’s disease (AD) and altered excitability in animal models [26]. Layer II is also affected in individuals with schizophrenia where there is evidence of abnormalities in cell size, organization and RNA expression [27, 28]. In contrast, epilepsy is primarily associated with loss of layer III neurons in humans [29] and in animal models [30]. Yet, the mechanisms that predispose different cell populations in the MEC to particular disorders are not known. Given the evidence of genetic associations with these diseases [31–33], it is possible that the molecular profiles of particular MEC neurons confer vulnerability. However, testing this hypothesis requires knowledge of the laminar and dorsoventral organization within the MEC of genes that are causally involved in disease.

To better understand the molecular basis for its function and pathology, we aimed to establish a genome-wide approach to define the laminar and dorsoventral organization of the MEC transcriptome. Large-scale investigations into gene expression patterns have previously used either in situ hybridization (ISH) or RNA sequencing (RNA-Seq) to identify genes with differential expression in the neocortex [16, 34], hippocampus [17] and sub-cortical structures including the striatum [20]. While transcriptomic approaches such as RNA-Seq provide a robust platform for quantification of transcripts, accurate isolation of cell populations at the resolution of cell layers is challenging [16], limiting the current applicability of this approach. In contrast, ISH is more useful for identifying patterns of gene expression because the precise location of transcripts can be examined. The Allen Brain Atlas (ABA), a high-throughput ISH database, contains brain-wide data for over 20,000 genes and has been used to identify laminar borders, and to distinguish regions and cell types in the somatosensory cortex [34], hippocampus [17], and cerebellum [35]. However, in its currently accessible form ABA data is searchable at best at a resolution of 100 µm [34] and is further limited in its utility for automated comparison of laminar gene expression because the magnitude of error in alignment accuracy of brain sections is comparable to the width of narrow individual cortical layers. Small alignment errors can therefore easily lead to incorrect assignment of genes to layers, thereby confounding systematic analysis of differences between layers.

To address these issues, we established a computational pipeline for registration and automated analysis of ISH data at a resolution of approximately 10 µm, enabling us to compare precise spatial expression patterns of over 80% of genes in the ABA dataset [34, 36]. We combined analysis of this high spatial resolution data with RNA-Seq analysis of gene expression in dorsal and ventral regions of the MEC. We demonstrate that while very few genes are uniquely expressed in the MEC, differential gene expression defines its borders with neighboring brain structures, and its laminar and dorsoventral organization. We propose a new molecular basis for distinguishing the deep layers of the MEC and provide evidence that at a molecular level deep layers of the MEC are relatively similar to those of neocortex. Superficial layers are substantially more divergent between neocortex and MEC. Analysis of genes with differential expression suggests roles in layer-specific and dorsoventral specialization of calcium-ion binding molecules, ion channels, adhesion molecules and axon guidance-related molecules. We find that differential laminar expression patterns do not extend to genes directly implicated in disease, but selective expression of related genes may provide a context that confers vulnerability to pathology in neurodegenerative diseases such as AD. Our data establish a genome-wide framework for addressing the organization of circuit computations and pathology in the MEC.

## Results

### High-resolution and high-throughput anatomical analysis of gene expression

To be able to systematically compare expression of genes in the adult mouse MEC at laminar resolution we extended the precision with which the localization of expressed genes in the ABA dataset can be compared. To achieve this we implemented methods to warp ISH images and their corresponding processed expression images, in which pixel intensity is used to represent the relative total transcript count [34], into a standard reference frame (see Materials and Methods, Fig. 1A-B and S1A Fig.). Our re-registered ABA data set contains at least 1 image meeting our quality criteria and that contains the MEC for 16,639 genes (81.2% of genes in the ABA sagittal dataset) (S1B Fig.). Non-linear registration provides a striking improvement in the spatial resolution at which the localization of gene expression can be compared (Fig. 1C). Prior to re-registration, exploration of the organization of gene expression is confounded by variability in the shape and size of brain sections used in different ISH experiments. For example, averaging ISH expression images for 1000 genes prior to registration results in diffuse images without any laminar organization (Fig. 1C). In contrast, following re-registration of the same images, neocortical layers are clearly distinguishable from one another (Fig. 1C). Other landmarks, for example the white matter border with the striatal region, the hippocampal pyramidal layer and layer I of the piriform cortex, also become clearly identifiable (Fig. 1C). Within the MEC, the resolution is such that multiple layers and a dorsoventral organization can be recognized. Thus, our computational pipeline for image registration enables high-resolution comparison of gene expression between layers and along the dorsoventral axes of the MEC, as well as with other brain regions.

**Figure 1:**
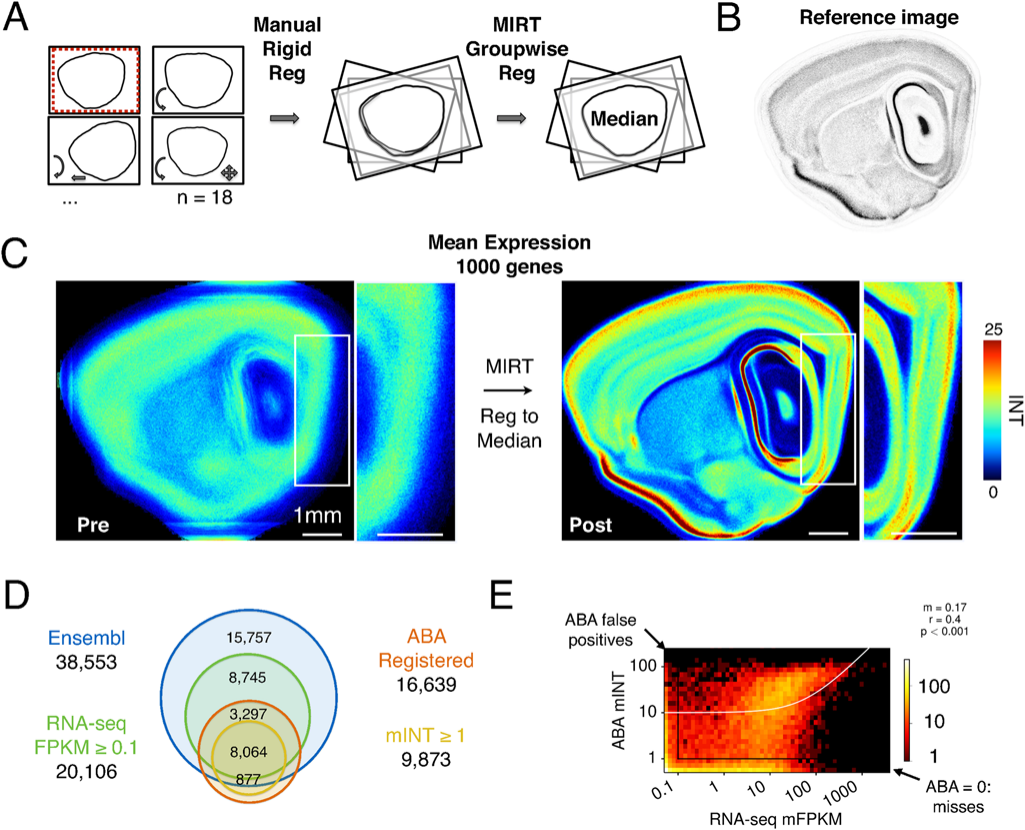
Large-scale extraction of MEC gene expression data. (A) Generation of a reference image (Im_ref_) for image warping. Images were selected (left), aligned to a template image (red dotted line) by scaling, rotation and translation (Manual Rigid Reg, centre), then registered to each other using non-linear deformation (MIRT Groupwise Reg, right). Im_ref_ was defined as the median of the resulting images (Median, right). (B) The central reference image (Im_ref_^C^, S1A Fig.). (C) Image registration reveals laminar organization of gene expression. Images show the mean pixel intensity (INT) for 1000 ABA expression images before (left) and after (right) registration of the corresponding pre-processed ISH image to Im_ref_^C^. Colors represent pixel intensity (Colormap adapted from the Matplotlib ‘jet’ colormap). White boxes outline the area corresponding to the MEC, shown at higher magnification. (D) Venn diagrams indicate the number of genes detected as expressed in the MEC using RNA-seq analysis (Ensembl v73) and/or our re-registered ABA data set. (E) 2D histogram indicating the number of genes with a particular FPKM and mINT, represented using a log scale (right). White line is the linear regression fit, which indicates that RNA-seq and ABA expression are positively correlated. Data were averaged across the dorsal and ventral region. Data with zero values are included in the first histogram bin.

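Gene expression in dorsal and ventral MEC was measured by RNA-Seq in 8 libraries, 4 from each region. The tissue came from 13 male C57Bl/6JolaHsd mice aged 8 weeks, from each of which a 400 µm sagittal slice of the right MEC was taken and its dorsal and ventral parts were dissected. The mice formed 4 groups, and the tissue of a group was pooled by region, so that each library stands for several mice and the spread between libraries is that between pools. RNA integrity numbers lay between 7.1 and 8.5, and cDNA was synthesized and amplified from 120 ng of RNA per sample. The authors aligned the paired-end fragments with TopHat, using Ensembl release 73 of the mouse genome (GRCm38), and obtained the expression of each gene from Cuffdiff 2 as FPKM, the fragments of a gene divided by its exon length and by the fragments mapped in the library. These values were summed over the gene's transcripts and scaled between libraries by that program. The deposited table used here gives the FPKM of 38553 genes in each of the 8 libraries. Its columns are headed with the letter D or V and a number, in alternation. The means over the libraries headed D1, V1, D2 and V2 equal the dorsal FPKM that the authors list in S1 Dataset, and the means over D3, V3, D4 and V4 equal the ventral FPKM, for 1435 of the 1435 listed genes compared. The next best of the 70 ways to assign 4 columns to each region matched 58 of these genes. The headers therefore name the other region for 4 of the 8 libraries. The regions used here are those of S1 Dataset, which underlie the paper's own dorsoventral comparison, and they rest on this match of means and not on the headers. Libraries are referred to by their headers, and which group of mice each one comes from is not given, so that dorsal and ventral libraries are compared unpaired. The table used here holds no fragment counts, and the total depth of the libraries is not given here. The relative depth of the libraries was read from genes with a mean FPKM under 0.1, where few fragments set the values, and lay between 0.900 and 1.23 of the median library in dorsal MEC (median 0.960) and between 0.832 and 1.18 in ventral MEC (median 1.05). Across genes, which are not independent replicates, Pearson's correlation of log2(FPKM + 1) lay between 0.977 and 0.985 for pairs of dorsal libraries, between 0.971 and 0.984 for pairs of ventral libraries and between 0.965 and 0.982 for pairs from different regions.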

To validate gene expression data extracted from the ABA we compared mean pixel intensity values across dorsal and ventral MEC with RNA-Seq data acquired from the same regions (see Materials and Methods, S1A Fig.). 

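Of the genes in the deposited table, 14989 (38.9%) were marked by the authors as having enough alignments in Cuffdiff 2 to be tested, and every one of these had a mean FPKM of at least 0.1 in the dorsal or the ventral region. The filter on alignments thus set this number by itself. By the gene types of GENCODE M21, an annotation of the same genome build that shares 36638 of the gene identifiers, 12654 of these detected genes were protein-coding, 1000 were pseudogenes and 287 were lincRNAs, while 224 had no entry. A further 5060 genes reached an FPKM of 0.1 but were marked as having too few alignments, and 55 more were marked as low data. With these genes kept, 20104 genes (52.1%), of which 15029 were protein-coding, were detected. This was the alternative that moved the number most, and a threshold of FPKM 1 in place of 0.1 gave 13955 genes. Leaving out each library in turn gave between 14980 and 14989 genes. The table lists 6 genes at 0 in every library that the authors' table marks as exceeding the largest number of fragments processed, namely *mt-Rnr1*, *mt-Rnr2*, *mt-Co1*, *mt-Ts1*, *Gm20417* and *Malat1*, so that a value of 0 is not a measurement of absence for these genes.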

Our RNA-Seq analysis detected 20,106 of the 38,553 genes (52.7%) in the Ensembl mouse database (release 73), including 15,496 protein-coding genes. In comparison, of the 16,639 genes from the ABA dataset for which we successfully registered images, our analysis revealed that 9,873 (59.3%) are expressed in the MEC, including 8,941 genes that we could identify in the Ensembl database (Fig. 1D). Of the registered Ensembl genes, 8,064 (90.2%) were also detected by RNA-Seq, indicating a high degree of consistency between the two approaches (Fig. 1D). This is supported by a significant positive correlation between RNA-Seq transcript FPKM (fragments per kilobase of exon per million fragments mapped [37]) and mean pixel intensity of ABA images (r = 0.40, p < 2.2 × 10^-16^) (Fig. 1E). It is possible that the 877 genes that appear to be expressed in ABA data, but are not detected by RNA-Seq, are false positives, while the 3,297 genes detected using RNA-Seq that are not detectable in the ABA data, may reflect false negatives in the ISH data, for example due to errors in probe design, staining or image processing. 

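The comparison with ISH could be made here for a part of the genes only, since the copy of S1 Dataset used here is shortened to 1998 of its lines, with 41460 more left out, whereas the paper registered images for 16639 genes. Over the 1303 genes with both values, Pearson's correlation across genes between mean FPKM over the 8 libraries and mean pixel intensity was 0.35, and Spearman's rho was 0.56. Computed with 1 library at a time, Pearson's correlation varied with an SD of 0.0177 over the 8 libraries. On the log2(value + 1) scale the correlation was 0.59, the largest change among the alternatives tried, and over the 736 genes expressed in both data sets it was 0.34. Genes are not independent replicates, so no p-value is given for these correlations.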

A further 6,463 genes detected using RNA-Seq that are not in the re-registered ABA dataset (Fig. 1D) include 1,939 pseudogenes and 791 long intergenic non-coding RNAs, as well as 1,855 protein-coding genes.

Together, these data demonstrate the potential of combining advanced image processing tools for high resolution alignment and analysis of ISH data sets with RNA-Seq. RNA-Seq enables quantification of thousands of transcripts over a large dynamic range, while automated analysis of ISH data reveals gene expression at laminar resolution that can be quantified and compared within and across brain regions.

### Gene expression detected by ISH distinguishes MEC from other brain regions

Previous investigation using microarrays to compare tissue harvested from multiple brain regions has shown that gene expression in the entorhinal area is most similar to that of neocortex and hippocampus and least similar to non-telencephalic regions [38]. However, it is not clear if there are individual genes that distinguish these brain regions, whether differences show laminar or dorsoventral specificity or if this pattern applies to the MEC specifically rather than the entorhinal area as a whole.

To first determine whether gene expression in the MEC alone shows a relationship to other brain areas similar to that established by microarray analysis, we used the re-registered ABA dataset to isolate ISH gene expression data from several brain regions (Fig. 2A). Consistent with microarray data [38], we found that gene expression in MEC correlates most strongly with neocortex (r = 0.958, p < 2.2 × 10^-16^), amygdala (r = 0.936, p < 2.2 × 10^-16^) and the hippocampal pyramidal layer (r = 0.942, p < 2.2 × 10^-16^) and more weakly with the caudate putamen (r = 0.887, p < 2.2 × 10^-16^) (Figs. 2B, S2A-B). The relatively high correlations between the MEC and the other regions suggests that differential expression of relatively few genes is likely to underlie functional differences between these areas.

**Figure 2:**
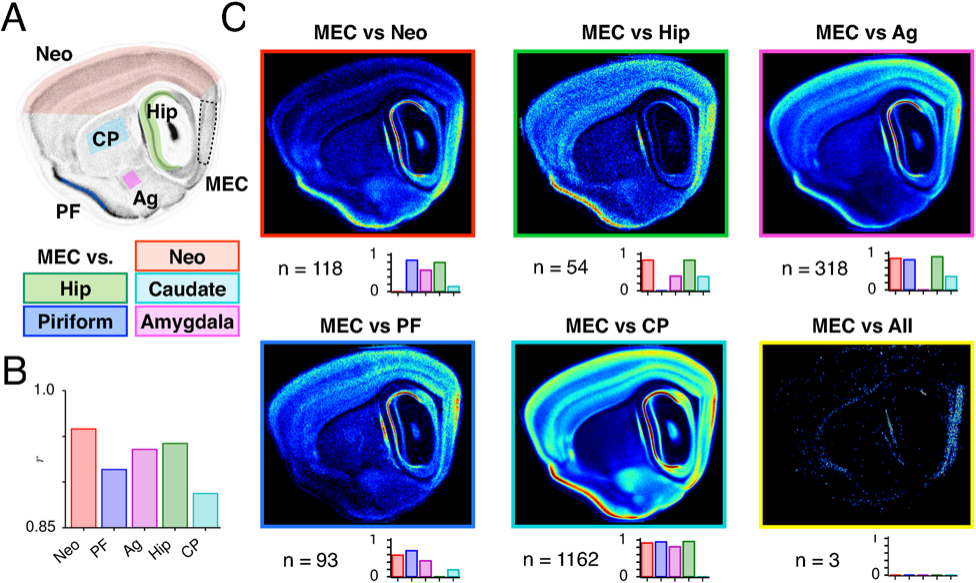
Identification of MEC-enriched genes. (A) Locations on the central reference image (Im_ref_^C^) for which mean pixel intensities (mINT) were extracted from the MEC, neocortex (Neo), hippocampus (Hip), piriform cortex (PF), caudate putamen (CP) and amygdala (Ag). (B) Bars indicate Pearson’s correlation coefficients between mINT^MEC^ and mINT^[OTHER]^ for all genes in the re-registered ABA data set. (C) Images show the average pixel intensities throughout sagittal sections corresponding to the central reference section of genes that have at least 4-fold higher mINT* in MEC than in neocortex (red frame), hippocampus (green), piriform cortex (blue), amygdala (magenta) or caudate putamen (cyan) individually. Just 3 genes are expressed at higher levels in MEC than other brain regions pooled together (yellow frame). Lower bar charts indicate the proportion of genes in each list that are expressed in each other region, given the same inclusion criteria.*Inclusion criteria: mINT^MEC^ ≥ 2 and mINT_norm_^MEC^ ≥ 0.8 (≥ 0.99 if mINT^MEC^ < 5) and mINT^OTHER^ < 5.

To investigate whether the expression of single genes could distinguish MEC from other regions, we identified genes with at least 4-fold higher mean pixel intensity in MEC compared with each of the other regions (S2C Fig., Materials and Methods). This analysis revealed 118 genes that are expressed at higher levels in MEC than neocortex, 93 for piriform cortex and 54 for the hippocampus, compared with 318 for the amygdala and 1,162 for the caudate putamen. These numbers decrease as the threshold difference in mean intensity between MEC and the other regions is increased (S2D Fig.). Section-wide average images reveal that the expression within the MEC of these genes is often not uniform, but can be concentrated in specific layers (e.g. MEC vs neocortex) or dorsoventrally organized (MEC vs piriform cortex and amygdala) (Fig. 2C). They also reveal that genes selectively enriched in MEC compared with one region are, on average, also strongly expressed in other regions (Fig. 2C). Nevertheless, 3 genes could be identified as uniquely enriched in the MEC compared with the other 5 regions (Fig. 2C), although expression of each followed a laminar organization and did not mark the MEC as a whole. We also asked if combinations of expressed genes might better distinguish the MEC from other regions. However, we found that only in a minority of pairs of genes with converging expression in MEC (14/456) does expression fully colocalize to the same laminar and dorsoventral regions (S2E-F Fig.).

Together, these data further validate our quantification of MEC gene expression and indicate that few, if any, individual genes or pairs of genes are likely to distinguish the MEC as a whole from other brain regions. Thus, specific attributes of the MEC are unlikely to be a product of highly specific expression of a few genes. Instead, our data are consistent with combinatorial expression of larger sets of genes defining differences between cell populations in the MEC and other brain areas (c.f. [39]). Our data also highlight a limitation of regional comparison of gene expression in that genes which are co-expressed in a given brain region may not be colocalized to the same cell layer or dorsoventral area. Therefore, to better understand the laminar and dorsoventral organization of gene expression in the MEC, and the relationship between the organization of the MEC and neocortex, with which it has the most similar overall gene expression [38], we took advantage of our pipeline for large-scale comparison of gene expression to analyze expression at laminar and sub-laminar resolution.

### Differential gene expression defines MEC borders with neighboring structures

Borders of the MEC, which we consider here as the region also previously referred to as the caudal entorhinal field [4, 40, 41], have typically been defined on the basis of classical cytoarchitectonic criteria, chemoarchitecture and connectivity [11, 40, 42]. However, because these criteria don’t always converge, ambiguity exists regarding the definition and location of the borders with adjacent regions including the parasubiculum [43, 44] as well as with more ventral structures (c.f. [42, 45, 46]). We therefore sought to determine whether ISH data, and in particular our re-registered ABA sagittal data set, would enable a clearer resolution of dorsal and ventral MEC borders, which can be viewed unambiguously in the sagittal plane.

We focused initially on identifying genes that delineate the dorsal border of the MEC. In some atlases this region is considered as the retrosplenial or perirhinal region [47], and in others as the ectorhinal region [34, 36]. However, cytoarchitectonic, histological and electrophysiological studies in rats suggest that part of this region corresponds to the superficial layers of the parasubiculum [43, 48]. By comparing relative pixel intensity between the dorsal MEC and adjacent regions (see Materials and Methods, Fig. 3A), we identified a number of genes with expression that appears to stop at the dorsal border of the MEC (e.g. *Wdr16* and *Fabp5*) (Fig. 3B). For some of these genes, expression is only absent within a wedge-shaped region before resuming in more dorsal cortical areas (e.g. *Nov*), a pattern which is highly consistent across different medio-lateral sections (Figs. 3C, S3A-B). We therefore asked if there are genes that are expressed in the wedge-shaped region, but not the adjacent regions. We identified 9 such genes (see Materials and Methods), including *Igfbp6* and *Kctd16* (Fig. 3D). All of these genes are also expressed in the parasubicular region medial to the MEC (Fig. 3E). Of these, 7/9 also have sparse expression in superficial parts of MEC (Fig. 3D). These observations support the view that the parasubiculum extends to wrap around the dorsal border of MEC [43, 48].

**Figure 3:**
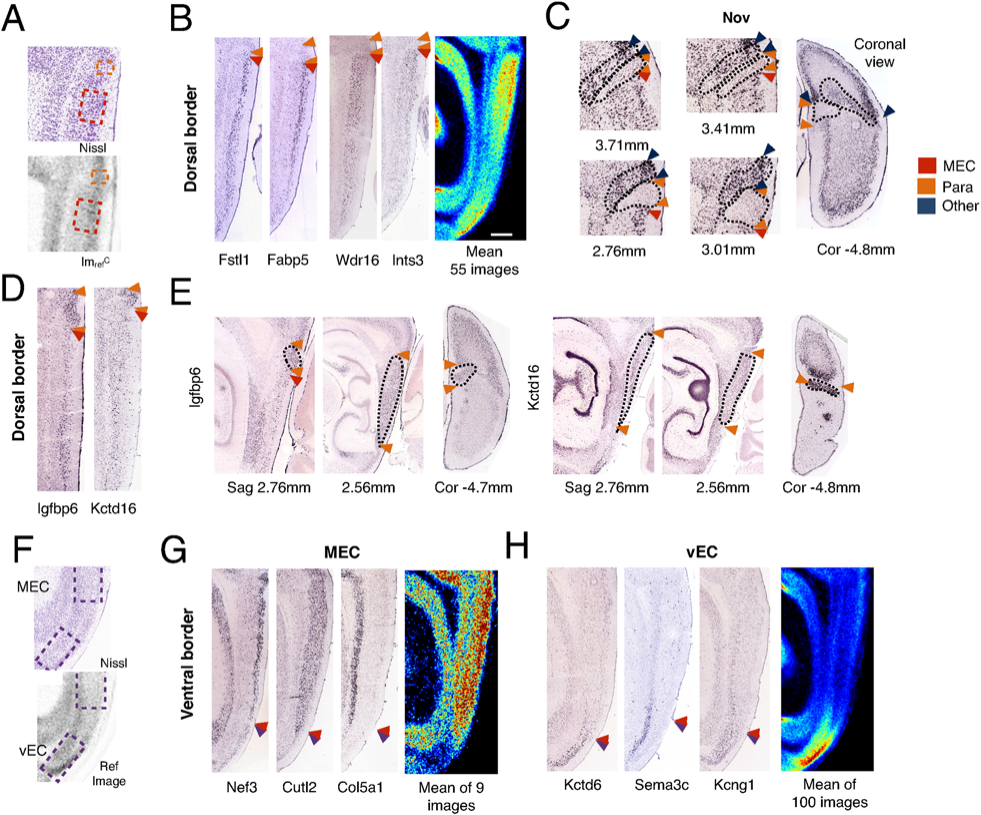
Differential gene expression defines the borders of MEC with neighboring regions. (A) Boxes indicate the dorsal (orange) and ventral (red) regions from which mean pixel intensities (mINT) were extracted for identification of genes defining the dorsal border of the MEC. (B) Example cropped ISH images downloaded from the ABA API are shown (left) adjacent to mean expression pattern for genes expressed in MEC but not the wedge-shaped region dorsal to MEC (right). Arrows indicate regional borders. (C) Raw ISH images show the dorsal border of MEC layer II marked out by the gene Nov at different medio-lateral positions (left) and in the coronal plane (right). Values in mm indicate distance from Bregma. (D) Example cropped ISH images downloaded from the ABA API are shown for genes expressed in the wedge-shaped region dorsal to MEC but not the most dorsal MEC region. (E) Raw ISH sagittal (Sag) and coronal (Cor) images from the ABA indicate the continuity of the wedge-shaped region with the more medial parasubicular region for the genes *Igfbp6* and *Kctd16*. (F) Boxes highlighting regions used to identify the ventral border of the MEC. See (A). (G-H) Example cropped ISH images downloaded from the ABA API (see Materials and Methods) are shown adjacent to images of the mean expression pattern for genes expressed in MEC but not the more ventral region (G), or in the ventral region but not MEC (H).

At the ventral aspect of the MEC, cytoarchitectonic analysis delineates a border with the medial entorhinal field [40, 47]. We asked whether differential gene expression supports the presence of this ventral border and whether it can clarify its position. By analyzing gene expression in regions either side of the approximate location of this border (Fig. 3F), we identified genes with expression that drops off sharply (Fig. 3G, S3C-D Fig.). These genes include apparently layer-specific genes such as *Nef3*, *Cutl2* and *Col5a1* in layers II, III and V/VI respectively. We also identified genes with the converse pattern of high ventral expression and low MEC expression, including *Kctd6*, *Sema3c* and *LOC241794* (Fig. 3H). These expression patterns are consistent across different mediolateral sections (S3C-D Fig.). Thus, the ventral border of the MEC can be identified by genes with sharply increased or reduced expression.

### Differential gene expression defines MEC layers and intra-laminar organization

Cytoarchitectonic and developmental studies indicate that the MEC is a type of periarchicortex (paleocortex), a transitional structure between 6-layered neocortex and 3-layered archicortex, with 5 cytoarchitecturally distinct cell body layers [24, 40, 45]. However, while layer II and III are easily distinguished by their cytoarchitecture and connectivity (cf. [40]), differentiation of cell populations within layers V and VI is less well established, although there is evidence that the cell bodies and dendrites of distinct cell types are differentially distributed within these layers [4, 6, 40, 49]. Layer IV corresponds to the cell free lamina dissecans [40]. To better define the laminar organization of the MEC, and to be able to compare its structure to other cortical regions, we therefore asked if differential gene expression distinguishes the superficial from deep layers or clarifies laminar borders within the deep layers (Figs. 4 and S4).

**Figure 4:**
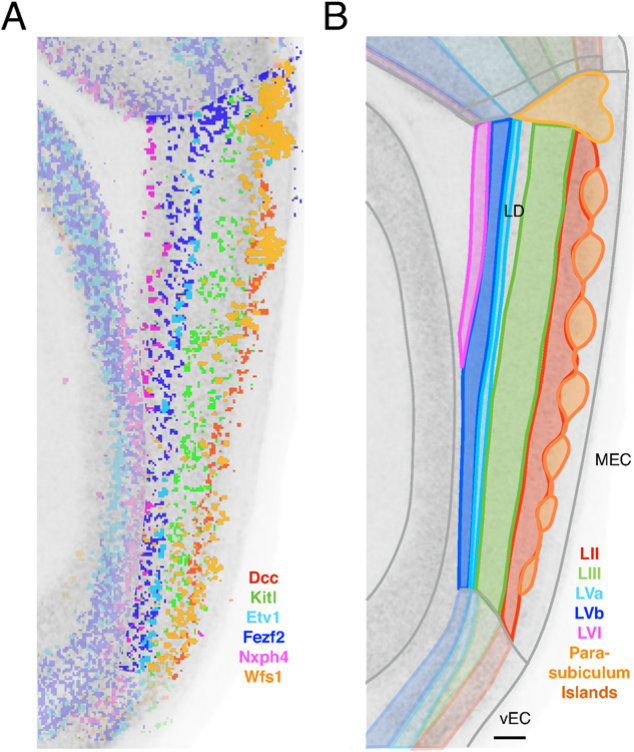
Laminar and intralaminar organization of MEC defined by differential gene expression. (A) Composite image shows high-intensity pixels for 6 exemplar genes with layer-specific expression. Pixels outside of the MEC and parasubicular region are made semitransparent. Images for the genes *Dcc* and *Wfs1* were re-registered for a second time after manual pre-processing to improve the quality of registration for this figure. (B) Schematic showing a refined genomic atlas of the layers and borders of MEC. The region between layer III and V is the lamina dissecans (LD).

We first identified 159 genes specifically expressed in layers II, III or V/VI (see Materials and Methods and S4A-C Fig.). We refer to these genes, which show no consistent expression in other layers, as layer-specific genes (see Materials and Methods). We initially analyzed deep layers (V—VI) together because their divisions and borders are not easily distinguished by cytoarchitectonic criteria. Since genes with layer-specific expression patterns are of particular interest as neuroscience tools for isolating laminar functions, we examined their likely validity. Almost all layer-specific genes could be detected in our RNA-Seq analysis (149/159 with mean FPKM ≥ 0.1) and 62/159 had substantial levels of expression (mean FPKM ≥ 10). 

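In the FPKM table, 151 of the 159 layer-specific genes could be matched by symbol. Of these, 148 had a mean FPKM of at least 0.1 over the 8 libraries and 62 had a mean FPKM of at least 10. For layer II, 71 of 73 genes were matched, 69 reached an FPKM of 0.1 and 27 reached 10. For layer III, 29 of 31 genes were matched, with 28 and 14 past these levels, and for the deep layers, 51 of 55 were matched, with 51 and 21 past them. The median FPKM of the matched genes was 7.04, and the highest was that of *Scamp1*, a layer II gene, at 108. The 3 matched genes below the detection level were *Hes3*, with a mean FPKM of 0.0147, *Entpd4*, with 0.0348, and *9030624G23Rik*, with 0.0725. Matching by current symbols alone lowered the numbers to 133 genes at an FPKM of 0.1 and 55 at 10, the largest change among the alternatives. With each library left out in turn, 148 genes were detected in every case and between 59 and 62 reached an FPKM of 10.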

We also identified a further set of 622 genes, which we define as strongly differentially expressed (DE)(see Materials and Methods, S4B Fig.). These genes are expressed at higher levels in at least one layer than another, but are not necessarily exclusive to one layer. Both layer-specific and DE genes show consistent expression patterns across mediolateral sections (S6 Fig.). Only 37 of the layer-specific genes and 144 of the DE genes are amongst the 1000 most viewed genes in the ABA [50]. Thus, layers of the MEC can be distinguished by layer-specific and DE genes, many of which have received little previous attention suggesting they may represent new targets for future exploration.

Further examination of genes specific to the deep layers revealed three separate divisions of layers V and VI. First, a narrow zone at the deep border of layer IV is distinguished by expression of 5 genes, including *Etv1*, *Grp* and *Nts* (Figs. 4A, S4D). A second narrow zone of cells that is adjacent to the white matter is delineated by the expression of 8 genes, including *Jup* and *Nxph4* (Figs. 4A, S4D). Finally, the wide intervening region is distinguished by 20 genes, including *Thsd7b*, *Cobll1* and *Col5a1* (Figs. 4A, S4D). Because layer V has been suggested to have a narrow superficial and wider deep zone [40], we refer here to the two more superficial subdivisions as layer Va (narrow) and Vb (wide), and we refer to the layer bordering the white matter as layer VI [40]. This delineation of layers Va, Vb and VI is supported by patterns of expression within the deep layers for the larger set of DE genes (layer Va (n = 24), Vb (n = 55) and VI (n = 13); S4E Fig.). A further 27 DE genes are expressed in both layer Va and VI, but not Vb (S4E Fig.). Thus, patterns of gene expression enable differentiation of divisions within the deep layers.

Previous cytoarchitectonic and electrophysiological studies have indicated that within layer II a subset of cells are clustered in islands [51–54]. In mice, neurons within islands express calbindin, whereas neurons outside islands express reelin [22, 53, 54]. Cells in these islands are of particular interest as they differ from reelin-positive cells in both their electrophysiology and projection targets [22, 53, 54]. Taking all DE genes within MEC, we found 30 genes that within layer II are predominantly expressed in apparent islands (Figs. 4A, S4F). Of these, just 8 are also specific to layer II within the MEC (S4G Fig.), including the calcium-binding protein, calbindin (*Calb1*). A further 19 are strongly expressed in the MEC deep layers but not layer III. The island genes include 13 genes that are expressed in the wedge-shaped patches of presumed parasubiculum adjacent to dorsal MEC, 3 of which we identified earlier (e.g. *Mrg1*, S4F Fig.). We also identified 37 genes with the converse, ‘Inter-island’, pattern (S4F Fig.). Of these genes 23 are specific to layer II, including *Reln* (reelin) and *Il1rapl2* (S4G Fig.). A further 11 are also strongly expressed in the MEC deep layers, in particular in layer Va. The remaining layer II-specific genes do not appear to be uniquely expressed in either island or inter-island regions (S4G Fig.). Thus, differential gene expression distinguishes cell populations within layer II, shows that cells within and outside islands may be distinguished from cells in other layers by expression of common genes and provides evidence of similarities between the layer II island cells and parasubiculum.

### Deep layers of MEC and neocortex show greater molecular similarity than superficial layers

What is the relationship between laminar organization of the MEC and other regions of cerebral cortex? While MEC has greatest similarity in gene expression to neocortex and also shares a similar laminar structure, classic ontogenetic evidence indicates that the two regions are developmentally distinct [24]. However, it is unclear if these ontogenetic differences are associated with later molecular differences between specific layers of the mature cortices.

To address this we first systematically examined overall expression in visual cortex and somatosensory (SS) cortex of genes with layer-specific expression in MEC. When we averaged expression of all genes selectively expressed in layers V/VI of MEC we found them to have a similar laminar organization in neocortex (Fig. 5A). In contrast, mean expression in neocortex of genes localized specifically to layer II or III of the MEC has a less distinct laminar organization (Fig. 5A). To quantify these differences we measured the distribution of gene expression intensity as a function of distance from the corpus callosum to the pial surface (Fig. 5B, Materials and Methods). We found that the three groups of MEC layer-specific genes have differing expression patterns in neocortical regions (Figs. 5C, S5A; Mixed Model Analysis, *F* = 12.3, *p* < 0.001). To assess the degree to which the laminar organization of each group of MEC layer-specific genes is maintained in neocortex, we first calculated the ratio of their expression in deep layers (V and VI) to superficial layers (II-IV). We then calculated the difference between these ratios and their expected values of 1 for deep genes, and zero for superficial genes. This difference was significantly smaller for deep layer-specific genes compared with superficial layer-specific MEC genes (Fig. 5D; MANOVA, p = 0.002 and p = 0.004 for effect of MEC layer-specific group in visual and SS cortex respectively). A similar relationship is apparent when we consider the expression patterns of individual genes (S5B, C, D Fig.). Around 92% of deep layer-specific MEC genes are expressed in the neocortex and 61–64% of all these genes are enriched in deep visual and SS cortex, respectively (S5C Fig.). In contrast, 77% of superficial layer genes are expressed in SS or visual cortex, but just 28–43% are enriched in superficial layers (S5C Fig.). Thus, our analysis of layer-specific genes supports the idea that deep layers of MEC have greater similarity to neocortical regions than superficial layers.

**Figure 5:**
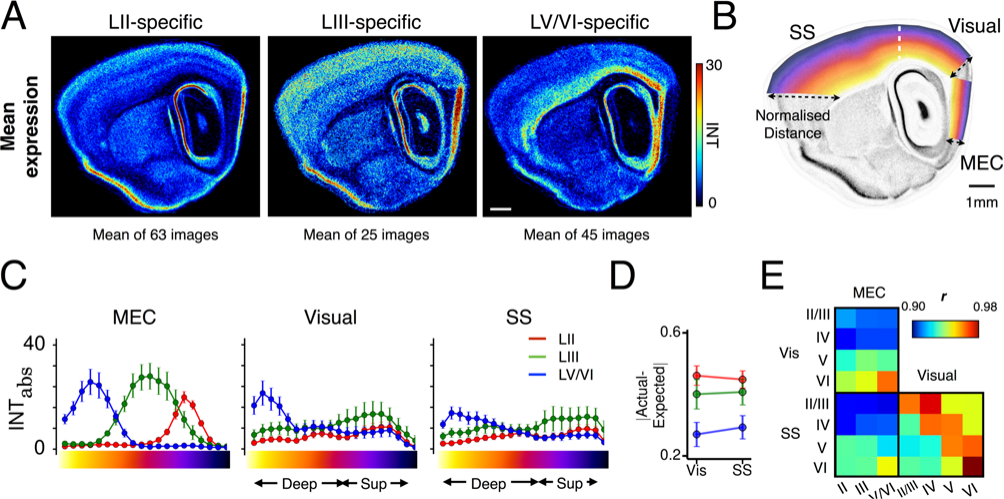
Molecular similarity between neocortex and MEC is greater for deep than superficial layers. (A) Mean expression patterns of layer-specific genes with images in the ABA re-registered data set corresponding to the central reference plane. Scale bar 1mm. (B) Schematic of the central reference image showing the MEC, visual and SS regions overlaid by a color-coded map representing the normalized distance from the inner white matter (0) to the brain surface (1). Pixel intensities were extracted from all locations and binned into 20 groups according to normalized distance. (C) Plots of the distribution of pixel intensities for each MEC layer-specific gene group (see (A)) as a function of distance from the inner white matter border. Error bars represent standard error of the mean. There is a main fixed effect of layer-specific group on neocortical expression (Mixed Model Analysis, *F* = 22, *p* < 0.001). Arrows indicate regions of deep and superficial (Sup) neocortex. Laminar boundaries were estimated using individual and mean expression profiles of MEC and SS layer-specific genes (S5 Fig.). (D) Genes with deep layer-specific expression in MEC show significantly more similar expression patterns in their equivalent neocortical layers than in superficial layers (MANOVA, Overall effect of layer-specific group: *F_(4,174)_* = 3.3, *p* = 0.012; Between-subjects effects of layer-specific group: Vis *F* = 6.7, p = 0.002; SS: *F* = 6.0, p = 0.004. Tukey’s HSD Vis: Deep < LII: *p* = 0.002; Deep vs. LIII: *p* = 0.051; SS Deep < LII: *p* = 0.04; Deep vs. LIII: *p* = 0.051). (E) Correlation matrix color represents the Pearson’s correlation coefficient (***r***) between mean pixel intensity (mINT) in particular layers of MEC, visual and SS cortices for all genes in the re-registered ABA data set.

To investigate whether the relationship between layers of the MEC and neocortex extends beyond layer-specific genes, we took all genes in the re-registered ABA data set and examined the correlations in pixel intensity between layers in different cortical regions (Fig. 5E). MEC deep layers together correlate most strongly with neocortical layer VI (*r* = 0.96,0.94, *p* < 2.2 × 10^-16^), while layer II and III of MEC are more strongly correlated with neocortical layer V (*r* = 0.93–0.95, *p* < 2.2 × 10^-16^) than II or III (*r* = 0.90–0.91, *p* < 2.2 × 10^-16^) (Fig. 5E). To establish whether these correlations differ from those between neocortical regions, we investigated correlations between visual and SS cortices across all genes. We found that all corresponding layers correlated strongly (*r* > 0.96, *p* < 2.2 × 10^-16^) (Fig. 5E). Similarly, when we examined expression patterns of SS cortex layer-enriched genes [34, 36], we found a similar laminar organization of expression between SS and visual cortex (S5E Fig.). Thus, while laminar organization of gene expression is maintained between neocortical regions, gene expression within superficial layers of MEC, in particular, diverges from corresponding layers of neocortex.

Given the overall similarity between gene expression in deep layers of MEC and neocortex, we examined possible relationships between particular deep layers in each region. Of genes specifically expressed in particular deep layers we found that MEC layer VI-specific genes are almost always also expressed in layer VIb of neocortical regions (n = 7/8; Figs. 5A, S5D) (c.f. [55]). Meanwhile, layer Vb-specific genes are more commonly expressed in layer VIa of neocortex than layer V (S5D Fig., n = 15 vs 7 / 19). Moreover, MEC deep layers together correlate most strongly with neocortical layer VI (*r* = 0.96,0.94, *p* < 2.2 × 10^-16^), and more weakly with layer V (*r* = 0.94, 0.91, *p* < 2.2 × 10^-16^)(Fig. 5E). This is consistent with our observation that MEC layer Vb genes are more commonly expressed in layer VIa of neocortex than layer V, as the layer Vb region occupies the majority of the area of the MEC deep layers. Thus, at the level of gene expression MEC layers Vb and VI can be considered most closely related to neocortical layers VIa and VIb, respectively.

In summary, our analysis provides molecular evidence for an organization in which deep layers of MEC and neocortex implement similar gene expression programs, whereas superficial layers of MEC and neocortex express more diverse sets of genes.

### Excitability and communication-related genes show laminar organization

Our analysis suggests specialized gene expression in different layers of the MEC. If this reflects an underlying functional organization then it could be reflected in the functions associated with layer-specific or DE genes. Given known differences in electrical intrinsic properties, morphology, connectivity and organization of cells between MEC layers [4, 6, 40, 45], we hypothesized that genes involved in cell excitability and communication might be differentially expressed across layers. To test this, we focused initially on DE genes as their greater number gives more statistical power in identifying over-represented gene attributes. We identified Gene Ontology (GO) annotations and pathways that are overrepresented amongst DE genes (n = 722 Ensembl-identified genes) relative to all genes expressed in the MEC (n = 9,057 Ensembl-identified genes). To reduce redundancy and identify diverse functions of interest, we clustered enriched terms into groups. Consistent with our prediction, genes associated with neuronal projections (n = 75, *p_adj_* = 1.85 × 10^-9^), particularly synapses (n = 45, *p_adj_* = 4.57 × 10^-5^), and those involved in calcium ion binding (n = 61, *p_adj_* = 2.72 × 10^-7^), cell adhesion (n = 54, *p_adj_* = 9.48 × 10^-8^), and axon guidance (n = 23, *p_adj_* = 3.14 × 10^-4^) are overrepresented amongst DE genes (Fig. 6A). We also found strong enrichment of genes involved in ion channel activity (n = 46, *p_ad_*_j_ = 7.05 × 10^-7^) and synaptic transmission (n = 25, *p_adj_* = 2.36 × 10^-4^) (Fig. 6A). Amongst ion transport-related genes, cation channel activity (n = 34, *p_adj_* = 3.82 × 10^-5^) is particularly enriched whereas anion channel activity is not. We asked if attributes enriched among DE genes were also identifiable amongst layer-specific genes. In addition to being significantly overrepresented amongst all DE genes, cell adhesion, axon guidance and calcium ion binding-related genes were also significantly overrepresented amongst the group of layer-specific genes (Fig. 6B). Given critical roles of these genes in neuronal signaling, these data support the idea that laminar differences in gene expression within the MEC support laminar organization of computations within MEC microcircuits.

**Figure 6:**
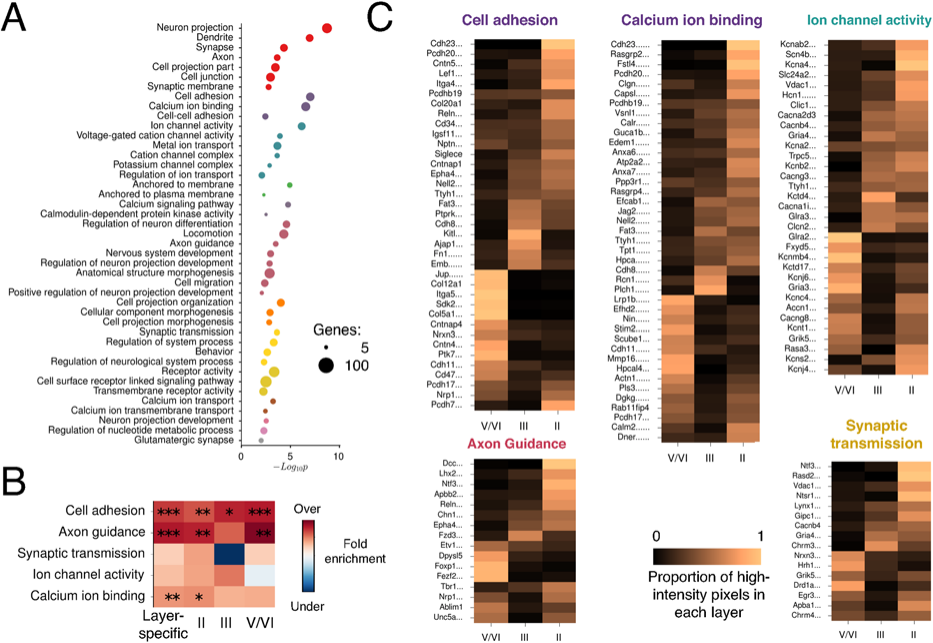
Functionally grouping of genes with laminar organization. (A) Enriched functional clusters of gene ontology (GO) and KEGG pathway terms. Overrepresented annotations were identified using an overrepresentation analysis in GOElite [102]. Colors reflect terms clustered based on kappa similarity [103]. Only the most significant annotations (FDR < 0.01) that are sufficiently different from other terms in cluster (kappa score < 0.7) are shown. (B) Colors indicate the log_2_ fold enrichment of the term in the layer-specific list, or lists for individual layers, compared with all MEC-expressed genes. Asterisks indicate significance at * α = 0.05, ** α = 0.01, *** α = 0.001. (C) Colors represent the normalized proportion of high-intensity (≥ 2 x mINT^MEC^) pixels in each layer for genes in each of the indicated overrepresented groups. Data were normalized by dividing the proportion for each layer by the sum across layers.

Are genes within the functional groups that are overrepresented amongst DE genes enriched in particular layers or are they distributed across layers? Comparison of expression patterns for individual genes revealed genes with enriched expression in each layer (Fig. 6C, Materials and Methods). This analysis highlights a number of genes of potential functional importance. For example, ion channel-related genes include the potassium channel subunits *Kcna4* and *Kcnmb4*, which control excitability and are enriched in layers II and Vb respectively, while axon guidance/adhesion-related genes enriched in layer II include *Lef1*, *Lhx2* and *Dcc* as well as the ephrin receptor gene *Epha4* (Fig. 6C). A possible role for the latter genes could be to control guidance of axons to newborn granule cells in the dentate gyrus [56]. Cell adhesion-related genes are also selectively expressed and significantly overrepresented in all layers and include several cadherins and protocadherins (Fig. 6B-C). These data suggest that subsets of each functional group of DE genes are expressed in each layer.

Together these data reveal candidate categories of genes that are most likely to distinguish the functions of different layers within the MEC. Our analysis also identifies molecules with highly specific laminar expression that could contribute to particular electrical and synaptic properties.

### Gene expression in MEC is systematically organized along the dorsoventral axis

Topographical organization of intrinsic features along the dorsoventral extent of the MEC has received considerable interest because the characteristics of grid cells vary systematically along this axis [9, 10, 12, 13, 57]. The extent to which gene expression parallels this organization is not currently known. We took two approaches to addressing this issue, one using our re-registered ABA dataset, with its advantage of high spatial resolution, and the other using RNA-Seq analysis, which enables quantification across a wide dynamic range and the ability to test the reproducibility of gradients. This combined approach therefore enabled us to question not only dorsoventral differences in gene expression, but also their laminar organization.

We first calculated the ratio of pixel intensity between dorsal and ventral regions in images from the re-registered ABA dataset (Fig. 7A). We defined genes with at least 20% more expression in the dorsal than ventral area as being expressed higher dorsally (D>V) and those with at least 20% more in the ventral area as being expressed higher ventrally (V>D) (see Materials and Methods, S7A Fig.). As a result, we identified 3,188 D>V genes compared with 1,352 V>D genes (Fig. 7B). We next used RNA-Seq analysis to compare gene expression from microdissected regions of dorsal and ventral MEC. This also identified genes with dorsoventral differences in their expression (Fig. 7C), of which 1,467 D>V genes and 1,198 V>D genes satisfied our criteria of 20% more expression in one of the areas than the other. Of these genes 452 and 347, respectively, had statistically significant differences in expression (Cuffdiff 2 [58]: FDR < 0.05) across 4 replicate samples (Fig. 7C).

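For the comparison of the regions, the 13674 genes that had enough alignments and a mean FPKM of at least 1 over the 8 libraries were tested. The paper's own test, in Cuffdiff 2, needs the alignments and was not repeated. Instead, log2(FPKM + 1) was compared between the 4 dorsal and the 4 ventral libraries with limma, a linear model that borrows information on the variance across genes, here with a trend on mean expression. P-values were adjusted over all genes tested by the Benjamini-Hochberg method. Adding 1 before taking the logarithm understates the change of genes with low FPKM, so the log2 ratio of mean ventral to mean dorsal FPKM, log2(V/D), is given beside the log2 fold change of the model. Genes with an adjusted p under 0.05 and a log2(V/D) beyond 0.263 in either direction, which is a difference of 20%, are counted as differentially expressed. The values already include the scaling between libraries that Cuffdiff 2 applied, and no further scaling was used.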

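By the mean FPKM of the 4 libraries of each region, 1440 genes had at least 20% more expression in dorsal MEC and 1265 had at least 20% more in ventral MEC. These counts take no account of the spread between libraries. They depended most on the filter for low expression, since with a mean FPKM of at least 5 in place of 1 they fell to 591 and 459 genes. When the ratio was taken from log2(mean FPKM + 1), which draws low values together, 1025 genes were higher dorsally and 817 ventrally. The balance of the directions depended on the scaling, since with each library rescaled to one total FPKM, which was tried after seeing the data, 1111 genes were higher dorsally and 1742 ventrally. With each library left out in turn, between 1413 and 1687 genes were higher dorsally and between 1275 and 1403 ventrally.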

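With limma, 294 D>V genes and 198 V>D genes were differentially expressed, so that 59.8% of these genes were D>V. At an unadjusted p under 0.05 there were 2191 genes in both directions together. The dorsal and ventral libraries did not overlap in FPKM for 292 of the D>V genes and 197 of the V>D genes, nor for 1521 (11.1%) of all genes tested, where chance gives 2.86%. In the authors' deposited table, 251 of these D>V genes and 173 of these V>D genes are called significant in the same direction, together 86.2% of them, and 0 in the opposite direction.
Among genes whose dorsal and ventral libraries did not overlap, the largest decrease was that of *Mybpc1* (ENSMUSG00000020061), a layer III-specific gene on chromosome 10 from 88518279 to 88605152 in GRCm38. Its FPKM was 8.45 ± 2.02 (SD, n = 4) in dorsal MEC and 0.722 ± 0.190 (SD, n = 4) in ventral MEC, with a log2(V/D) of −3.55 and a log2 fold change of −2.44 (standard error 0.15, adjusted p = 0.000156, limma). An exon of *Mybpc1* overlaps *Gm48752*, and the paper's text does not state whether strand was kept, so fragments of the pair are uncertain. The next largest decreases were those of *Chrna3* (chromosome 9, 55010111 to 55026562), with a log2(V/D) of −2.87, *Gm15680* with −2.74, *Col11a1* with −2.38 and *Gm13847*, which overlaps *Gm13848*, with −2.01. *Gm15680* was called in 3 of the 5 fits without 1 library that tested it. The largest increase was that of *Trhr* (ENSMUSG00000038760), on chromosome 15 from 44196135 to 44235912, with an FPKM of 0.778 ± 0.204 (SD, n = 4) in dorsal and 5.08 ± 0.622 (SD, n = 4) in ventral MEC. Its log2(V/D) was 2.71 and its log2 fold change 1.78 (standard error 0.11, adjusted p = 0.000156, limma). *Gpr101*, a layer II-specific gene on chromosome X from 57496668 to 57503757, followed with a log2(V/D) of 2.67, then *Nts* with 2.43, *Calb2* with 2.01 and *Fibcd1* with 1.98. These 5 V>D genes were called in all 8 fits that each left out a library, as were *Mybpc1* and *Col11a1*.
Between 157 and 341 D>V genes and between 91 and 191 V>D genes were called when each library was left out in turn. The 157 D>V genes came without the dorsal library headed V1, and the 91 V>D genes both without that library and without the ventral library headed D3. The kind of scaling mattered for the balance of the directions. With each library rescaled to the same total FPKM, an alternative chosen after seeing the data, 195 D>V genes and 201 V>D genes were called (49.2% D>V), of which 195 and 174 are among those above, and the median log2 fold change of all genes moved from −0.01 to 0.04. Quantile normalization, also chosen after seeing the data, kept more D>V than V>D genes, with 278 and 212 (56.7% D>V) when the ratio of FPKM was normalized too and 280 and 211 (57.0%) when it was not. The assignment of libraries to regions mattered most. With the regions as the column headers name them, 1 gene was called, with 721 at an unadjusted p under 0.05. That gene is *Gdf1*, singled out after its values were seen. With only the 4 libraries whose header names the same region as S1 Dataset, 2 against 2, 0 genes were called and 1232 had an unadjusted p under 0.05. Both were also chosen after seeing the data.

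**Figure D1:**
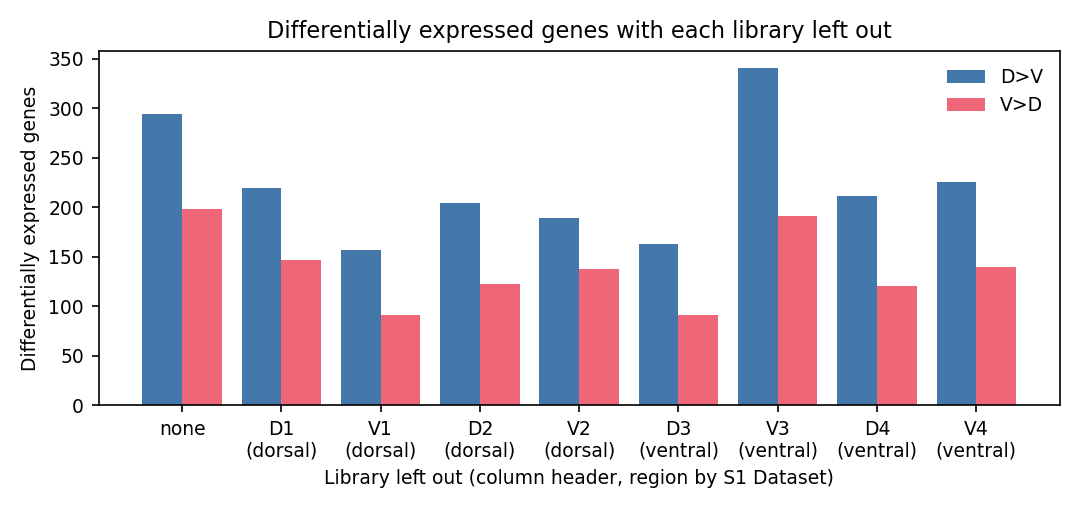
Number of differentially expressed genes (vertical axis) called with none or with 1 of the 8 libraries left out (horizontal axis, each library by its column header and region). Blue bars count D>V genes and red bars V>D genes, and no error bars are drawn. D>V counts are lowest, at 157, without the dorsal library headed V1, V>D counts are lowest, at 91, without that library and without the ventral library headed D3, and D>V genes outnumber V>D genes in every fit.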

**Figure 7:**
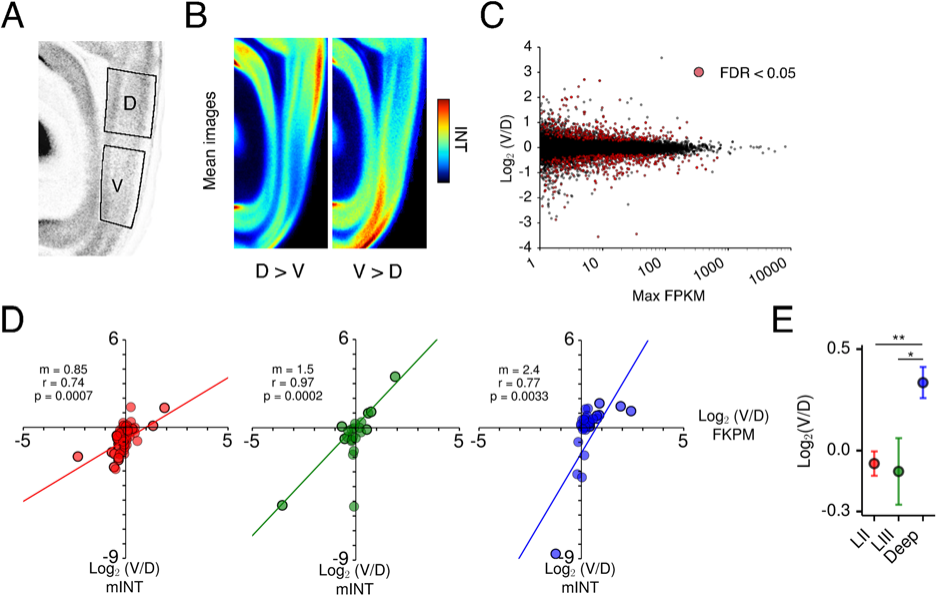
Dorsoventral organization of gene expression in MEC. (A) Boxes overlaid on MEC region of the central reference image indicate the regions from which pixel intensity was measured and a mean calculated. Pixel intensity was also measured from the adjacent lateral image if present in the re-registered ABA data set. Intensities for dorsal and ventral regions were averaged across the 2 planes to give a mean (mINT) in the dorsal and ventral regions. (B) Average images indicate mean expression patterns for genes with higher dorsal (D>V) and higher ventral (V>D) expression that have images in the central plane. Genes were classified based on the following criteria: All: mINT^MEC^ ≥ 2, D>V: log_2_(V/D) mINT ≤ -0.2630, V>D: log_2_(V/D) mINT ≥ 0.2630. (C) Identification of dorsoventrally patterned genes using Cuffdiff 2 differential expression analysis [58] of RNA-Seq data. Scatterplot shows log_2_(Ventral FPKM/Dorsal FPKM) as a function of absolute FPKM. Significant genes (FDR < 0.05) are indicated in red. Only genes with mean FPKM ≥ 1 across samples and that had a sufficient number of reads for analysis were included. (D) Scatterplots show log_2_(V/D) mINT for ABA images of genes with layer-specific expression as a function of log_2_(V/D) FPKM for corresponding RNA-Seq data points. Slopes (*m*) were obtained using a linear regression analysis. Black outlines indicate genes with FDR < 0.05 using Cuffdiff 2 analysis. (E) The ratio of ventral to dorsal expression is significantly higher for deep-layer specific genes than superficial layer specific genes (1-way ANOVA *F* = 7.47, *p* = 0.0008. Post-hoc Tukey’s HSD LII vs. Deep *p* = 0.0016, LIII vs. Deep: *p* = 0.010).

To establish whether similar populations of dorsoventrally expressed genes are identified by RNA-Seq and in the re-registered ABA dataset, we correlated the ratio of dorsal to ventral expression determined by each method. First, to avoid confounds from genes with different expression between layers, we focused on genes expressed in only one layer. 

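S7 Dataset lists log2(V/D) from pixel intensity for the genes expressed in a single layer, and log2(V/D) of mean FPKM was computed here for the same genes from the 8 libraries. The computed ratio equalled the one listed by the authors within 0.001 for 112 of 112 genes. Over the 57 layer II genes, Pearson's r across genes was 0.58 (permutation test, two-sided, *p* = 1e-05, the smallest that 100000 permutations give, adjusted p = 3e-05 over the 3 layers). Spearman's rho was 0.58 (permutation test, *p* = 1e-05). Over the 22 layer III genes, r was 0.74 (permutation test, *p* = 0.000700, adjusted p = 0.00105) and rho 0.56 (permutation test, *p* = 0.00783). Over the 33 of 34 layer V/VI genes that could be matched, r was 0.49 (permutation test, *p* = 0.0101, adjusted p = 0.0101) and rho 0.67 (permutation test, *p* = 1e-05). The slopes of the pixel intensity ratio on the RNA-Seq ratio were 0.98, 1.47 and 1.04. Genes are not independent replicates, so these p-values describe the pairing of the gene lists only. Leaving out the 2 genes farthest from the median RNA-Seq ratio of each layer gave r = 0.52 for layer II and r = 0.57 for layer V/VI, whereas for layer III it gave r = 0.32 (permutation test, *p* = 0.174) and rho = 0.43 (permutation test, *p* = 0.0616). For layer III the size of r thus depended on those 2 genes, while rho fell less, and neither passed 0.05 without them. With each library left out in turn, r lay between 0.56 and 0.60 for layer II, between 0.73 and 0.76 for layer III and between 0.46 and 0.53 for layer V/VI.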

We found that measures of differential expression are strongly correlated between ABA and RNA-Seq datasets for layer II, III and V/VI (Fig. 7D, LII: slope = 0.85, *r* = 0.74, *p* = 0.0007, LIII: slope = 1.5, *r* = 0.97, *p* = 0.0002, LV/VI: slope = 2.4, *r* = 0.77, *p* = 0.0038). Second, we compared gene expression for all genes found to be significantly differentially expressed across biological replicates in RNA-Seq data. We again found a significant correlation between the datasets (S7B Fig., *r* = 0.52, *p* < 2.2 × 10^-16^).

Do dorsoventral differences in gene expression manifest differently across layers? Average images indicate that layer II has the strongest D>V pattern, while the deep layers have the strongest V>D pattern (Fig. 7B). To test this, we compared the average ratio of ventral to dorsal expression for all layer-specific genes. We found significant differences in the ventral to dorsal ratio for deep layer-specific genes compared to layer-II or III-specific genes (1-way ANOVA *F* = 7.47, *p* = 0.0008. Post-hoc Tukey’s HSD LII vs. Deep *p* = 0.0016, LIII vs Deep: *p* = 0.010), with deep layers enriched for a V>D expression pattern (Fig. 7E). Indeed, while 20.6% of layer II and 14.3% of layer III-specific genes show significant D>V expression, only 1.8% of deep layer genes do (Figs. 7D, S7C).

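In the FPKM table, 65 layer II-, 28 layer III- and 47 deep layer-specific genes had a mean FPKM of at least 1 and enough alignments. The mean log2(V/D) was 0.01 ± 0.53 (SD over genes) for layer II, −0.13 ± 0.85 for layer III and 0.34 ± 0.48 for the deep layers. The ratio was below 0 for 38 of the layer II genes, 19 of the layer III genes and 8 of the deep layer genes. The mean for layer II lay below that for the deep layers, with a difference of −0.32 (permutation test over genes, two-sided, *p* = 0.000750, adjusted p = 0.00112 over the 3 pairs of groups). The difference between layer III and the deep layers was −0.47 (permutation test, *p* = 0.000700, adjusted p = 0.00112). Layers II and III differed by 0.14, which the permutation test did not tell from 0 (*p* = 0.330). These tests take genes as the units and say nothing of the spread between mice. Across the fits that left out 1 library, the difference between layer II and the deep layers stayed between −0.36 and −0.27 and that between layer III and the deep layers between −0.52 and −0.40. With the regions as the column headers name them, which was tried after seeing the data, both differences were close to 0, at −0.03 and −0.02.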

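Among the genes that could be matched, 8 of 71 layer II-specific genes (11.3%, 95% Wilson interval 5.82 to 20.7%), 5 of 29 layer III-specific genes (17.2%, 7.60 to 34.5%) and 0 of 51 deep layer-specific genes (upper limit 7.00%) were D>V by limma. The intervals cover the counting of genes only. The share in layer II differed from that in the deep layers (two-sided Fisher's exact test, *p* = 0.0202, adjusted p = 0.0202 over the 2 comparisons), as did the share in layer III (*p* = 0.00494 in the same exact test, adjusted p = 0.00988). The D>V genes of layer II were *Rasd2* (log2(V/D) = −0.67), *Cpne4* (−0.57), *Wfs1* (−0.54), *Nefl* (−0.43), *Zdhhc23* (−0.42), *Zfp385b* (−0.40), *Gucy1a2* (−0.39) and *Gpc5* (−0.35). In layer III, *Mybpc1* was followed by *Fermt1* (−0.68), *9930013L23Rik* (−0.54), *Cacna1i* (−0.41) and *Rgs4* (−0.37). Exons of *Nefl* overlap *Nefm*, and those of *Gpc5* overlap *Gm20713*. In the opposite direction, 4 layer II, 3 layer III and 6 deep layer genes were V>D, the deep layer genes being *Nts*, *Grp* (1.92), *Arhgap25* (0.76), *Dpysl5* (0.76), *Oprm1* (0.68), whose exons overlap *Ipcef1*, and *Glra2* (0.67). The D>V shares depended on single libraries. With each library left out in turn the share lay between 2.82% and 7.04% for layer II, lowest without any 1 of the libraries headed V1, V2 and D3, and between 6.90%, in 5 of the 8 fits, and 13.8% for layer III, while it was 0% for the deep layers in all 8 fits. The exact tests are given with all 8 libraries only, so the differences from the deep layers may not hold at these lower shares. With each library rescaled to one total FPKM, tried after seeing the data, the shares were 5.63% for layer II and 6.90% for layer III. *Cacna1i* was called in 0 of the 8 fits that left out a library. From its data together, the paper proposes that the layers differ in how dorsoventral gradients are organized.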

Together our data provide convergent evidence for systematic organization of gene expression along the dorsoventral axis of the MEC, identify dorsally and ventrally enriched sets of genes, and suggest differences in the laminar organization of dorsoventral gradients.

### Functional organization along the dorsoventral axis of the MEC

Are the roles of genes with differential dorsoventral expression related to the cellular and system-level organization of function in the MEC? Taking all significant D>V and V>D genes identified by RNA-Seq, we investigated their possible functions using a GO and pathway analysis. 

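Fig. 8B labels 11 genes for axon ensheathment and 24 for channel activity, all drawn from the D>V genes of the same libraries, so their direction here is not independent evidence. The lists share genes, *Pllp* among them, so they are not separate results. The paper's enrichment tables are held here in shortened form, and no enrichment was recomputed. All 11 axon ensheathment genes had a lower FPKM in ventral MEC, with log2(V/D) between −1.02 and −0.41 and a median of −0.69, and their dorsal and ventral libraries did not overlap for any of the 11. Over all genes tested, 10 of the 11 were differentially expressed by limma, and 11 were when p-values were adjusted over the list alone. The genes labelled in Fig. 8 were chosen as significant in these libraries. Adjustment over such a list alone therefore adds no evidence for its genes. *Arhgef10*, the gene not called over all genes tested, had an adjusted p of 0.0653 in limma. Of the channel activity genes, 23 of 24 were tested and all 23 were lower in ventral MEC, with log2(V/D) between −1.41 and −0.29 and a median of −0.54. The dorsal and ventral libraries did not overlap for 18 of these. The untested gene, *Scn4b*, had an FPKM of 1.095 ± 0.168 (SD, n = 4) in dorsal and 0.217 ± 0.0573 (SD, n = 4) in ventral MEC, below the filter on mean FPKM. Among the 23, 16 were differentially expressed over all genes tested and 23 when adjusted over the list alone. The competitive gene set test camera, with a preset correlation of 0.01 between genes, gave *p* = 4.6e-17 for axon ensheathment and *p* = 1.5e-24 for channel activity across genes. With the correlation estimated from the libraries camera gave p-values of 0.00778 and 0.000270, and the test fry gave 0.000126 and 2.9e-06. With each library left out in turn, between 7 and 11 axon ensheathment genes and between 10 and 16 channel activity genes were called. The 7 and the 10 came without the dorsal library headed V1, and the 10 also without the ventral library headed D3. Exons of the ensheathment genes *Arhgef10* and *Pllp* and of the channel genes *Kcnk1*, *Kcnh7*, *Kcnip4*, *Gria4*, *Kcnab3* and *Kcnq5* overlap other genes, so part of their fragments is uncertain.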

By using clustering to distinguish enriched terms into key groups of interest (see Materials and Methods), we found that D>V genes are enriched for a number of attributes, particularly axon ensheathment (n = 15, *p_adj_* = 2.08 × 10^-7^) and channel activity (*n* = 32, *p_adj_* = 2.81 × 10^-7^) (Fig. 8A). We next used the re-registered ABA data set to examine the expression patterns of the identified gene groups. The D>V pattern found using RNA-Seq is replicated for the majority of axon ensheathment- (n = 9/12) and channel activity-related genes (n = 19/24) that show expression in the re-registered ABA dataset (Fig. 8B). We then investigated the layers in which gradients are strongest. Axon ensheathment genes show consistent D>V gradients in the superficial (n = 11/12) and deep (n = 9/12) layers (Fig. 8B). In contrast, genes involved in channel activity are more likely to show D>V gradients in the superficial (n = 22 / 24) than in the deep (9/24) layers (Fig. 8B).

**Figure 8:**
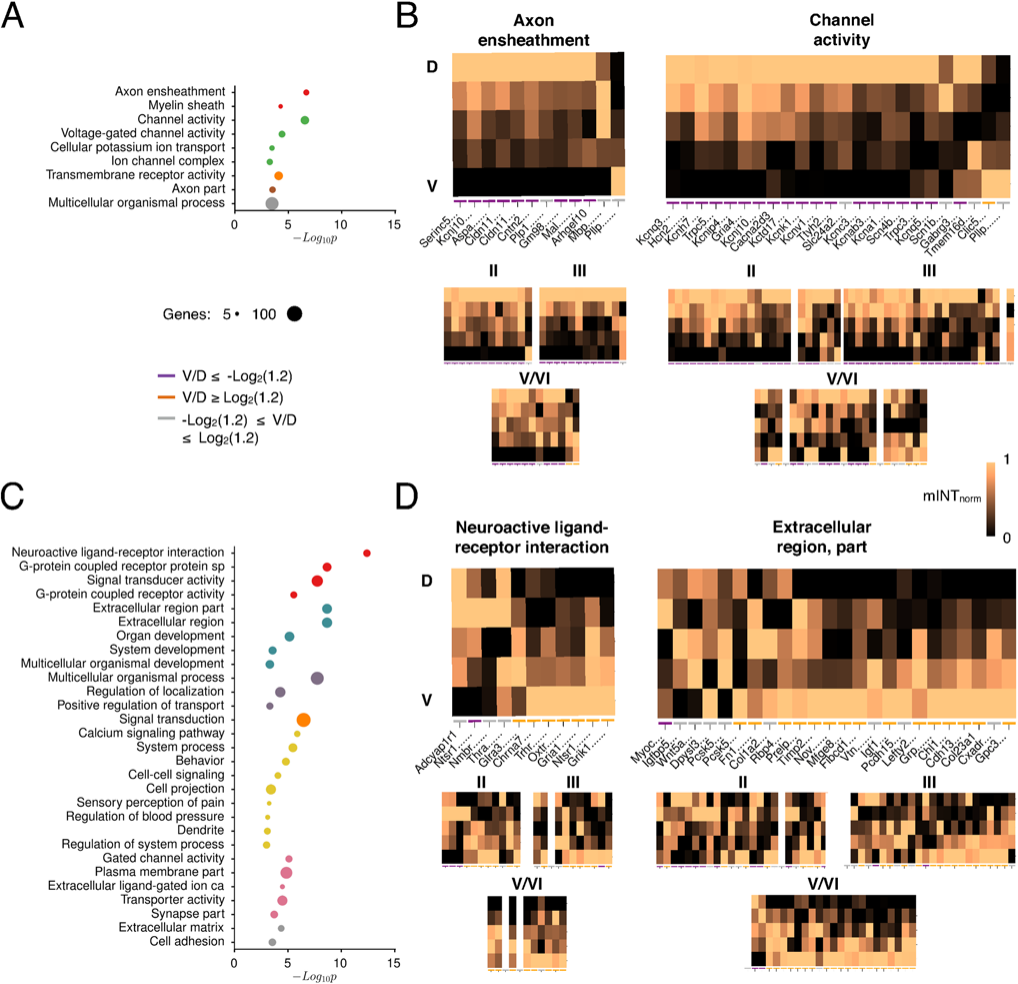
Functional grouping of genes with dorsoventral organization. (A, C) Overrepresented non-redundant GO terms for genes identified as being expressed at significantly higher levels in (A) dorsal (D>V) and (C) ventral (V>D) regions using Cuffdiff 2 analysis of RNA-Seq data [58]. Terms were clustered based on kappa similarity [103]. Only the most significant terms p < 0.001 from each cluster that are sufficiently different from each other (kappa score < 0.7) are shown. (B, D) Genes of functional interest show corresponding patterns of (B) D>V and (D) V>D expression in ABA data. Heat plots indicate the normalized mean pixel intensity (mINT_norm_) for a gene across all MEC layers as a function of dorsoventral position. Normalization was performed by setting all values to the range [0, 1]. All RNA-Seq defined D>V and V>D genes with mINT^MEC^ ≥ 2 in the re-registered data set are included. Colored bars beneath heat plots indicate whether the difference between dorsal and ventral regions was at least 20% (see legend). Plots also shown for individual layers (see S4 Fig.); data not shown for those with mINT^[layer]^ < 2. Where ISH was performed with multiple probes for one gene, data from both are shown. SP: signaling pathway.

In contrast to D>V genes, genes with V>D expression in the RNA-Seq data set are most strongly enriched for the neuroactive ligand-receptor pathway (n = 24, *p_adj_* = 4.04 × 10^-13^), which is related to G-protein coupled receptor activity (n = 35, *p_adj_* = 2.2 × 10^-9^), and for the extracellular region (n = 44, p_adj_ = 2.16 × 10^-9^) (Fig. 8C). 

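Among the genes labelled in Fig. 8D, which were likewise chosen on these libraries, all 10 neuroactive ligand-receptor genes and all 23 extracellular region genes had a higher mean FPKM in ventral MEC. The median log2(V/D) was 0.49 (0.30 to 2.71) for the neuroactive ligand-receptor genes and 0.61 (0.32 to 1.98) for the extracellular region genes. By limma, 6 of the 10 and 17 of the 23 were differentially expressed over all genes tested. Adjusted over the list alone, 10 and 23 were, which for lists chosen on these libraries adds no evidence. After *Trhr*, the largest changes among the neuroactive ligand-receptor genes were those of *Oxtr*, whose FPKM rose from 1.22 ± 0.155 to 3.73 ± 0.443 (SD, n = 4 each), and of *Nmbr*, from 3.25 ± 0.493 to 9.81 ± 1.02. The 4 not called were *Adcyap1r1*, *Chrna7*, *Grik1* and *Ntsr1*, and the dorsal and ventral libraries of *Adcyap1r1*, *Chrna7* and *Grik1* overlapped. Among the extracellular region genes, *Fibcd1*, *Grp* and *Col23a1* changed most, the last from 1.87 ± 0.220 to 5.01 ± 0.702, and *Timp2* had the highest ventral FPKM, at 122 ± 9.65 against 79.5 ± 6.77 in dorsal MEC. Camera gave p-values of 1.1e-14 and 4.9e-26 for these lists with the preset correlation, and of 0.000461 and 0.000213 with the estimated one, and fry gave 1.7e-06 and 3.6e-06. The number called varied with the library left out, from 3 to 6 for the neuroactive ligand-receptor genes, fewest without the dorsal library headed V1 or V2 or the ventral library headed D3, and from 7 to 14 for the extracellular region genes, with 7 without D3, 8 without V1 or the dorsal library headed D2, and 10 without V2.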

Of the 11 identified neuroactive ligand-receptor pathway genes that are expressed in our re-registered ABA data set, 7 have consistent overall V>D patterns in the ABA (Fig. 8D) while 3 show no detectable expression. A total of 15/24 extracellular region-related genes are consistent with ABA data (Fig. 8D), with a further 12 showing no detectable expression. A possible reason for the discrepancies between ABA and RNA-Seq measures is that in the ABA analysis of the overall V>D gradient, V>D gradients that are only present in the deep layers may go undetected. This is because in some ABA images, ventral deep layers become narrower towards the medial border of the MEC and therefore ventral gene expression may be overshadowed by expression in the superficial layers or may not be present in the image. In support of this, we found that most V>D gradients found using RNA-Seq could be detected in ABA data when gene expression was specifically measured in the deep layers (Neuroactive: 8/11, Extracellular: 20/24, Fig. 8D).

### MEC vulnerability to disease

Pathological changes in the MEC have been observed in a number of neuro-developmental and neurodegenerative disorders. Whereas layer III appears to be most consistently affected in epilepsy patients and in animals models of epilepsy [29, 30], cell number and disrupted organization within layer II are consistently reported in Alzheimer’s disease (AD) [51, 59], as well as in Huntington’s (HD) and Parkinson’s disease (PD) [60], schizophrenia [61] and autism [62]. This laminar specificity suggests that particular features of these layers, whether genetic or network-based, hard-wired or experience-driven, confer vulnerability. One possibility is that genes with mutations causally linked to particular disorders have layer-enriched expression. Alternatively, broadly expressed causal genes might cause specific pathology in layers with enriched expression of genes that confer vulnerability.

To address whether normal adult gene expression in the mouse provides insight into vulnerability, we first explored the laminar expression patterns of genes involved in signaling pathways that are disrupted in disease. Images showing the average expression pattern of genes involved in KEGG neurodegenerative disease pathways (AD, HD and PD) [63] indicate high expression in layer II, particularly in dorsal regions (Fig. 9A). To test whether this reflects significant enrichment of neurodegenerative disease pathway genes in layer II, we took all DE genes that exhibit high expression in layer II (see Materials and Methods) and compared representation of disease-related genes to their representation in the MEC as a whole. We found that AD, PD, and HD pathway genes are all overrepresented amongst layer II-enriched genes (Fig. 9C, Exact Fisher Test with Benjamini-Hochberg correction: Log_2_ Fold Enrichment > 1.19, p_adj_ < 0.024). Thus, basal gene expression may confer vulnerability of layer II in neurodegenerative diseases.

**Figure 9:**
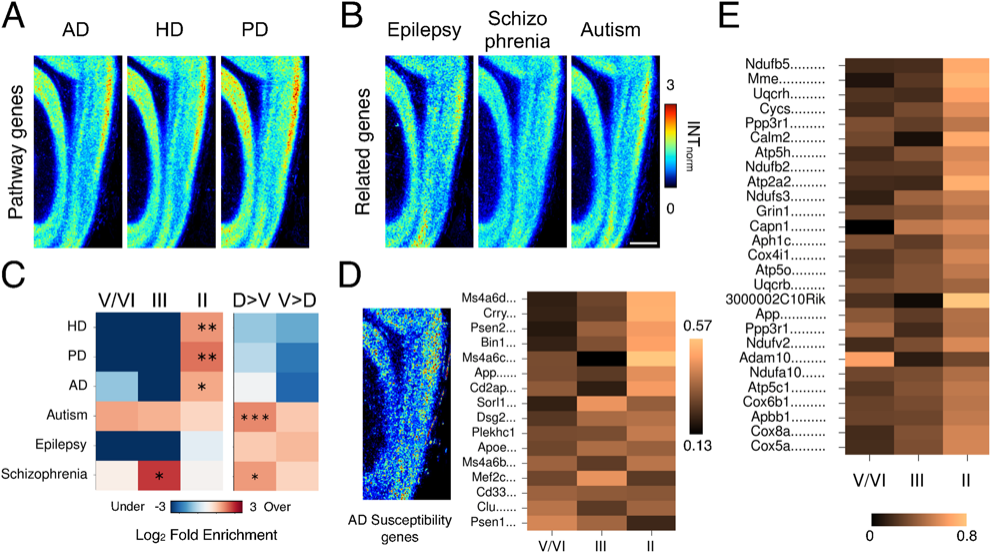
Laminar organization of disease-related molecular pathways. (A-B) Expression patterns of disease-related genes. Images show mean normalized pixel intensity (INT_norm_) across all genes that are members of KEGG pathways associated with the indicated disorder (A) and genes linked to the indicated diseases (B). Pixel intensity values for each image were normalized to the mean pixel intensity of the MEC region prior to averaging. Scale bar 500µm. (C) Colors indicate log_2_ fold enrichment of disease associations amongst layer-enriched genes (Number of enriched genes: LII:288, LIII:63, LV/VI:152) (left) and amongst RNA-seq Cuffdiff 2-measured [58] significant (FDR < 0.05) D>V and V>D genes (right). Asterisks indicate FDR < 0.05 after a two-way Exact Fisher’s test followed by Benjamini-Hochberg correction for multiple testing. Schizophrenia-related genes are overrepresented amongst layer III-enriched genes (Log_2_ Fold Enrichment = 2.22, *p_adj_* = 0.025) and both schizophrenia and autism-related genes are overrepresented amongst D>V genes (Schiz: 1.34, *p_adj_* = 0.013, Aut: 1.56, *p_adj_* = 6.1 × 10^-4^). (D) AD susceptibility genes do not show laminar organization. Averaged image for AD susceptibility genes (left) [68–71] and heat maps representing the distribution of laminar expression (centre). Colors indicate the relative proportion of high-intensity (≥ 2 x mINT^MEC^) pixels in each layer. (E) AD pathway genes show dominant layer II expression. Heat map colors indicate the relative proportion of high-intensity (≥ 2 x mINT^MEC^) pixels in each layer for genes with at least moderate laminar enrichment.

In the absence of KEGG pathway information, we used several database resources to identify genes related to schizophrenia [64, 65], autism [66] and epilepsy [67] (see Materials and Methods). Average images reveal weak, if any laminar organization for schizophrenia and epilepsy-related genes, with some evidence of layer II enrichment for autism-related genes. However, an enrichment analysis shows that schizophrenia-related genes are overrepresented amongst layer III-enriched genes (Fig. 9C), while both autism- and schizophrenia-related genes are enriched amongst RNA-Seq defined D>V genes (Fig. 9C), suggesting that pathology related to these diseases could show dorsoventral differences.

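The gene lists of S9 Dataset were compared with the D>V and V>D genes by two-sided Fisher's exact tests against the genes tested for differential expression, with adjustment over the 12 tests of 6 lists and 2 directions. As used here, the autism, schizophrenia and epilepsy lists held 213, 165 and 84 symbols. Each is fewer than the number of Ensembl genes that the paper gives for that list. Among the 294 D>V genes, 12 of the 177 autism-related genes tested were found, 3.15 times the number given by chance (Fisher's exact test, adjusted p = 0.00269). The largest changes were those of *Cntn4* (log2(V/D) = −1.15), *Hsd11b1* (−0.79) and *Ppp1r1b* (−0.77). Of the 118 schizophrenia-related genes tested, 5 were D>V, 1.97 times the chance number, which did not pass the threshold (Fisher's exact test, adjusted p = 0.284). These were *Hr* (−1.60), *Npy* (−1.02), *Chgb* (−0.70), *Bdnf* (−0.65) and *Rgs4*. Among the V>D genes, 10 autism-related genes (3.90 times chance, Fisher's exact test, adjusted p = 0.00269) and 7 schizophrenia-related genes (4.10 times chance, Fisher's exact test, adjusted p = 0.00654) were found, with *Oxtr* (1.61) and *Ntf3* (1.90) changing most. That a list passes in one direction and not in the other was not tested as a difference. The lists for epilepsy and for the AD, PD and HD pathways did not pass in either direction, with adjusted p-values between 0.284 and 1. The autism-related genes are long, with a median length of 118.7 kb against 22.9 kb for all genes tested, 43.0 kb for D>V genes and 46.6 kb for V>D genes. Within 10 bins of gene length, the excess of autism-related genes among D>V genes was 1.96-fold (exact conditional test, *p* = 0.0201, adjusted p = 0.0803, where the other alternatives with all libraries gave between 0.00247 and 0.00952), and no list passed the threshold in either direction. The V>D results also rested on single libraries. With each library left out in turn, the excess of autism-related genes passed the threshold in 3 of 8 fits and that of schizophrenia-related genes in 1, and the latter was 0.949 times chance without the dorsal library headed D2.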

Since layer II enrichment of AD pathway genes corresponds with layer II vulnerability to AD, we explored whether genes with variants that have been established to confer increased risk of AD show layer-specific expression. AD possesses several key genetic risk factors, namely *APP*, *PSEN1*, and *PSEN2* [68], but meta-analyses of genome-wide association studies have also shown that *ApoE*, *ABCA7*, *Clu*, *Bin1*, *Cd33*, *Cd2ap*, *Epha1*, *Ms4a6A-E*, *Picalm*, *Sorl1*, *Ptk2b*, *NME8*, *FERMT2*, *CASS4*, *Inpp5d*, *Dsg2*, *Mef2c* and *Cr1* are strongly associated with late-onset AD [69–71]. We found that 16 out of the 20 of these genes that are in our re-registered ABA data set are expressed in the MEC. However, none are specifically expressed in layer II and only a minority show strong differential expression across layers (Fig. 9D). Pathology in layer II is therefore unlikely to be the result of layer-specific expression of AD risk genes. It could instead reflect enriched expression of signaling pathways linked to neurodegeneration in AD (Fig. 9A). Indeed, further analysis of the laminar expression patterns of AD pathway genes (Fig. 9E, Materials and Methods) reveals that almost all those with moderate laminar enrichment show highest expression in layer II, and that many (n = 16 / 26) are mitochondrion-associated genes, suggesting that cells in layer II may have higher energy demands than cells in other layers. This is consistent with the strong cytochrome oxidase staining observed in layer II [48]. Given that mitochondrial dysfunction is a feature of neurodegenerative disease [72] and that genes related to metabolism are altered in the MEC of patients with mild cognitive impairment [73] and AD [74], layer II vulnerability could be due to or compounded by enriched expression in layer II of signaling pathways that confer vulnerability to AD pathology.

## Discussion

To investigate the molecular organization of the MEC we combined a new pipeline for large-scale comparison of gene expression at high spatial resolution with RNA-Seq analysis. We show that differences in gene expression define the dorsal and ventral borders of MEC, its layers and its dorsoventral organization. We find that the MEC is closely related to neocortex through gene expression. This similarity is strongest for the deep layers, whereas superficial layers appear more specialized. Enriched topographical organization of genes related to synaptic communication and excitability indicates that laminar and dorsoventral organization of spatial coding within the MEC may have specific molecular substrates. Identification of laminar organization of AD-related pathways, but not risk genes, suggests that specific layers of the MEC may be particularly vulnerable to triggers of pathology in AD and other neurodegenerative diseases. The data sets generated by our study are a new resource for investigating molecular substrates for spatial coding and computation by the MEC and the structures with which it interacts, while the computational pipeline we have developed may have general applications for neuroanatomical investigation requiring comparison of many probes at high spatial resolution.

### Gene expression defines laminar organization of function and pathology within the MEC

By developing a pipeline for automated comparison of brain sections at 10 µm resolution we were able to identify genes whose expression pattern delineates the borders and layers of the MEC (Fig. 3 and Fig. 4). Validation of this pipeline against RNA-Seq data indicates that relative expression levels estimated with the two approaches are consistent (Fig. 1 and Fig. 7). Recent work using double ISH labeling validates the layer-specific expression patterns we find for cadherins in the MEC [23], while other well-characterized genes such as reelin and calbindin [22, 75] also have expected expression patterns. Our analysis identifies a further 767 genes with layer-specific or enriched expression and 799 genes with dorsoventral expression. Nevertheless, our current analysis is limited by the availability of genes in the ABA data set (20,495 / 38,553 Ensembl genes, most of which are protein-coding), by the likelihood of false negative data in the ABA ISH data where true gene expression has been missed (estimated 3,297 / 14,054 by comparison with RNA-Seq data) and by limitations in image processing and registration accuracy that prevent us making use of the entire ABA data set. While our analysis is restricted to sections in parasagittal planes containing the MEC, it could be extended to include other brain regions through additional planes and to other species including humans [76]. In principle our approach could also be extended to analysis of images from three-dimensional datasets obtained using different methods [77, 78].

Our results resolve dorsal and ventral borders of the MEC, provide molecular evidence for laminar divisions of its deep layers, and identify numerous new molecular markers for the well-established separation of the superficial layers. While dorsal and ventral borders can be distinguished unambiguously in sagittal images, medial and lateral borders are better resolved in horizontal sections, so demarcation of these borders may require use of additional horizontal data sets. Delineation of deep layers is of particular interest as they are believed to relay hippocampal output to neocortex (c.f. [4]), but their organization and functional properties have received relatively little attention. We distinguish a narrow region deep to the laminar dissecans as layer Va, consistent with that described by [45]. We also identify a distinct division of the deeper layers into Vb and VI, a narrow region of cells that appears continuous with neocortical layer VIb (Fig. 4). We suggest that the divisions previously reported within layer V [6, 40, 79] correspond to the superficial layer Va and a deeper layer Vb that we identify here. Definitive laminar delineations within the deep layers will require analysis of shared gene expression, dendritic morphology and axonal connectivity. Our results also identify new markers for island cells and, to our surprise, suggest their similarity to neurons in the parasubiculum. It will be interesting to establish whether this similarity extends to functional properties [43].

Our analysis and data sets provide a resource for future functional investigation of laminar organization of functions in the MEC. This includes identification of markers for distinguishing cell populations (Fig. 4), particularly for layer III and the deep layers, for which there are currently few specific markers. Our delineation of layers Va, Vb and VI identifies several genes in each layer whose promoters may be usable for generation of driver lines to target that cell population. We also identify common expression patterns between MEC and neocortex that may underlie shared functional roles (Fig. 5). For example, the cortical layer VI-specific immunoglobulin heavy chain gene, TIGR accession TC146068 [34], also shows expression in MEC layer Vb. It is unlikely that this similarity in expression between deep layers of MEC and neocortex reflects biased selection of exemplar genes [80] as it is present when considering all expressed genes as well as those with laminar selectivity (Fig. 5). Instead, our analysis demonstrates that deep layers of MEC show greater similarity to corresponding cortical layers than do more superficial layers. Because our analysis includes the majority of protein-coding genes (Fig. 1), it also leads to novel predictions about gene expression underlying specialized function. As well as identifying candidates for electrophysiological differences between neurons from different layers [6], many cell adhesion and axon guidance molecules are enriched amongst patterned genes (Fig. 6). Of particular interest are cell adhesion-related genes such as *Cdh13*, *Lef-1* and *Dcc* that show a similar expression pattern to *Reln*, which marks the subset of excitatory layer II cells that project to the dentate gyrus [22]. One possibility is that these genes play roles in forming connections with new born granule cells.

Genome-wide views of cortical organization can inform investigation of disease mechanisms by identifying convergent expression of molecular components of disease pathways [34, 81]. We found no evidence of layer-specific expression of genes causally implicated in disease pathology (Fig. 9). Instead, our analysis suggests that differential gene expression may underlie layer-specific pathology by predisposing specific cell populations to disease-causing mechanisms. For example, enriched expression of energy-related genes may reflect susceptibility of this layer to degeneration in AD. These functional and pathological predictions should be testable in future experimental studies.

### Dorsoventral organization of gene expression identifies molecular candidates for differences in grid scale

The dorsoventral organization of the resolution of grid firing fields and the corresponding organization of excitable and synaptic properties of layer II stellate cells [9, 10, 12, 13] suggests that cellular mechanisms for grid firing may be identifiable by comparison of key features of dorsal and ventral MEC circuits. However, until now there has been little evidence for molecular differences that could underlie this organization (cf. [12]). We provide converging evidence from re-registered ABA data and from RNA-Seq data for systematic coordination of gene expression along the dorsoventral axis of the MEC. Consistent with key roles of superficial layers in the generation of grid fields, D>V gradients were most often found in layer II and III (Fig. 7). We also found evidence for genes with the opposite V>D pattern of expression, but these were most prominent in deeper layers, suggesting that control of dorsoventral differences by molecular pathways differs across layers. A potential caveat of our analysis is that dorsoventral differences in gene expression could reflect differences in the proportions of certain cell types. 

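The size of log2(V/D) among differentially expressed genes had a median of 0.58 for D>V genes, between 0.27 and 3.55, and a median of 0.61 for V>D genes, between 0.27 and 3.58. The V>D gene with the largest ratio, *Gm22786*, named here after its values were seen, had an FPKM of 0, 29.2, 0 and 0 in the dorsal libraries and of 51.0, 44.5, 25.9 and 227 in the ventral libraries, so that the regions overlapped (adjusted p = 0.0408, limma).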

While approaches such as transcriptomic analysis of isolated cells will be required to resolve this, our finding that many layer-specific genes are not significantly differentially expressed along the dorsoventral axis, while dorsoventral genes have continuous rather than all or nothing changes in intensity (Fig. 8), argues for gradients reflecting coordination of gene expression levels within populations of a single neuron type.

By taking a genome-wide approach to differences in gene expression we obtained unbiased estimates of gene functions that are enriched among dorsoventral genes. Strikingly, we found enrichment among genes with higher dorsal expression of axon ensheathment and ion channel activity (Fig. 8). This is in accordance with previous evidence for dorsoventral differences in synaptic transmission and ionic conductances [12, 13, 15], and in immunolabelling for myelin [48]. Enrichment of 10–20 genes associated with each function indicates that the corresponding cellular differences may involve coordinated control of gene expression modules. For example, our analysis extends candidates for dorsoventral differences in excitability from HCN and leak K^+^ channels [12], to include non-selective cation channels such as *Trpc5* [82] and voltage-dependent potassium channels such as *Kcnq3* [83] and *Kcnk1* (Twik1) [84]. Similarly, we identify myelin-related genes such as *Mbp* and *Plp1*, as well as related adhesion molecules such as *Cntn2 (Tag-2)*, as candidates for dorsoventral differences in coordination of axon ensheathment [85]. 

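All 3 of these channel genes had a higher FPKM in every dorsal library than in any ventral library. *Trpc5* (ENSMUSG00000041710), on chromosome X from 144381671 to 144688180 in GRCm38, had an FPKM of 19.8 ± 0.501 (SD, n = 4) in dorsal MEC and 15.9 ± 1.21 (SD, n = 4) in ventral MEC, a log2 fold change of −0.30 (standard error 0.07, adjusted p = 0.0336, limma). *Kcnq3* (ENSMUSG00000056258), on chromosome 15 from 65986387 to 66286642, had 27.4 ± 1.03 and 20.6 ± 1.86, a log2 fold change of −0.40 (standard error 0.07, adjusted p = 0.0138, limma). *Kcnk1* (ENSMUSG00000033998), on chromosome 8 from 125995170 to 126030685, had 44.9 ± 0.985 and 32.4 ± 3.89, a log2 fold change of −0.47 (standard error 0.08, adjusted p = 0.0133, limma), and its exons overlap *Gm45875*. With each of the 8 libraries left out in turn, *Kcnk1* was called in 8 fits, *Kcnq3* in 6 and *Trpc5* in 2. *Trpc5* and *Kcnq3* were not called when each library was rescaled to one total FPKM, an alternative tried after seeing the data. *Hcn2*, an HCN channel gene labelled in Fig. 8B, had an FPKM of 2.89 ± 0.0891 in dorsal and 2.19 ± 0.386 in ventral MEC and was not called (log2 fold change −0.29, standard error 0.10, adjusted p = 0.177, limma).

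**Figure D2:**
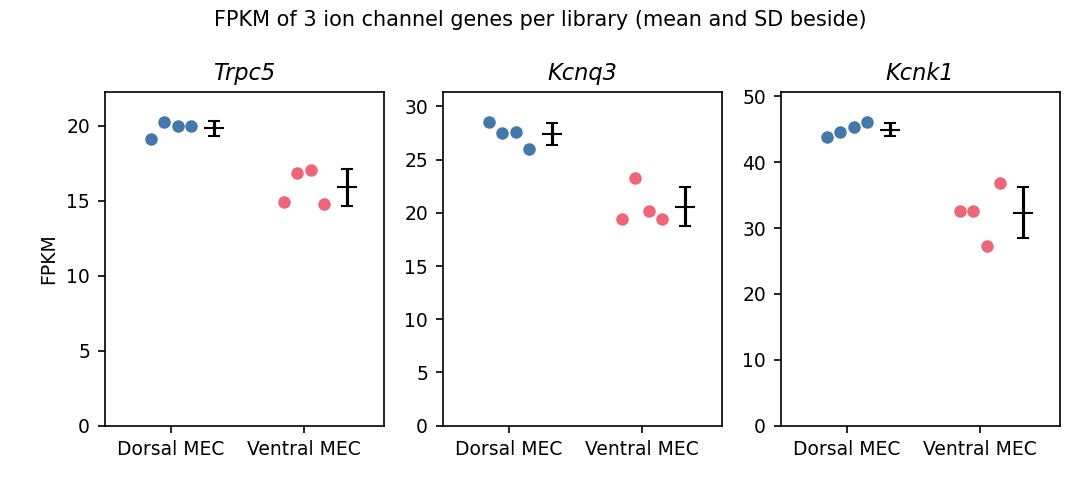
FPKM (vertical axes, from 0) of *Trpc5*, *Kcnq3* and *Kcnk1* in dorsal and ventral MEC (horizontal axes). Each point is a library, and the bars beside the points are the mean and SD of the 4 libraries of a region. In each panel every dorsal library lies above every ventral library, with means of 19.8 and 15.9 for *Trpc5*.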

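*Mbp* (ENSMUSG00000041607), on chromosome 18 from 82475146 to 82585637 in GRCm38, had an FPKM of 438 ± 56.2 (SD, n = 4) in dorsal MEC and 241 ± 25.6 (SD, n = 4) in ventral MEC, a log2 fold change of −0.86 (standard error 0.11, adjusted p = 0.00254, limma). For *Cntn2* (ENSMUSG00000053024), on chromosome 1 from 132509427 to 132543256, the values were lower, at 7.49 ± 0.774 and 5.31 ± 0.419, with a log2 fold change of −0.42 (standard error 0.09, adjusted p = 0.0247, limma). The dorsal and ventral libraries did not overlap for either gene. *Mbp* was called in all 8 fits that left out a library, and *Cntn2* in 2 of them. *Cntn2* was also not called when each library was rescaled in the same way. *Mbp* is abundant in oligodendrocytes, and 12 of 12 oligodendrocyte marker genes, *Mbp* included, were lower in ventral MEC.

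**Figure D3:**
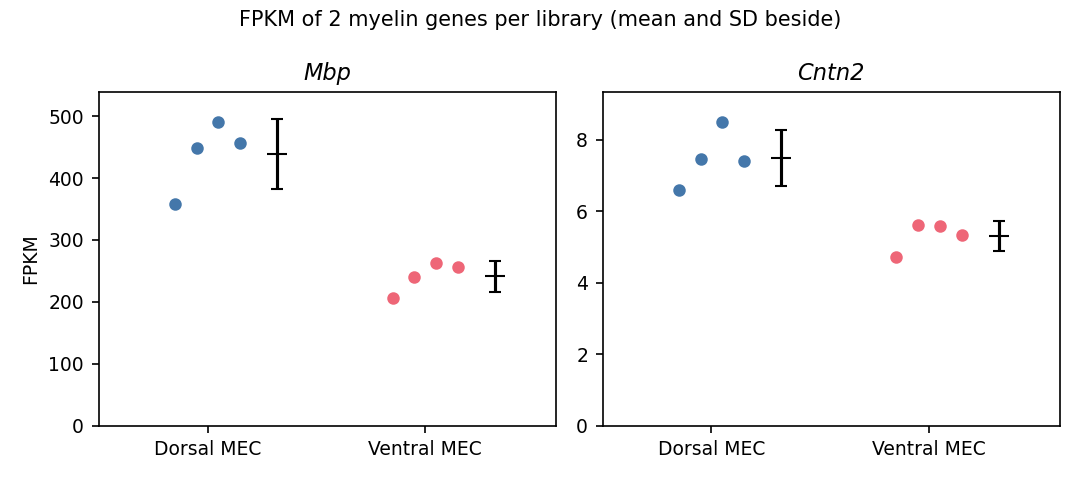
FPKM (vertical axes, from 0) of *Mbp* and *Cntn2* in dorsal and ventral MEC (horizontal axes). Points are single libraries, and the bars beside them are the mean and SD over 4 libraries. The dorsal points lie above the ventral points for both genes, with means of 438 and 241 for *Mbp*.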

Future gene manipulation studies will be required to establish causal roles of these genes in dorsoventral tuning of cell properties and of spatial firing. They may also provide insight into the role of topographic gene expression in the development and maintenance of topographical connectivity between the MEC and hippocampus. Additional investigation will also be required to establish whether dorsoventral coordination of transcription is complemented by similar coordination of translational and post-translational mechanisms.

### Specialization of cortical circuits for spatial computation

Neurons in the MEC encode representations of space [9] that are critical for spatial learning and memory [86]. An unresolved question is whether this computation requires a specialized cortical circuit, or whether it is an example of a generic computation to which canonical cortical circuits can easily be adapted. Evidence for the former comes from findings that in layer II, which contains the highest density of cells with grid firing fields, excitatory stellate cells are only able to communicate indirectly via inhibitory interneurons [87–89], whereas in other cortical regions excitatory layer II principal neurons synapse with one another [90]. Consistent with this view our molecular analysis suggests considerable divergence between superficial layers of MEC and neocortex. In contrast, deeper layers of MEC appear much more similar to neocortex. Together with the dorsoventral organization of ion channel and axon ensheathment genes, our findings suggest that specialization important for spatial circuits is particularly striking within the superficial layers of the MEC. The functions within the MEC of the individual genes and functional gene groups that we identify as having laminar and dorsoventral organization have for the most part not been investigated and likely will be important targets for future exploration.

## Materials and Methods

### Ethics statement

All animal experiments were carried out according to guidelines laid down by the University of Edinburgh’s Animal Welfare Committee and in accordance with the UK Animals (Scientific Procedures) Act 1986.

### RNA-Seq data collection and analysis

Brains were rapidly extracted from 13 male 8-week-old C57Bl/6J_olaHsd_ mice and maintained in modified oxygenated artificial cerebrospinal fluid (ACSF) of the following composition (mM): NaCl 86, NaH_2_PO_4_ 1.2, KCl 2.5, NaHCO_3_ 25, CaCl_2_ 0.5, MgCl_2_ 7, glucose 25, sucrose 75), at approximately 4ºC. One 400 µm thick sagittal slice containing the right MEC was cut from each brain using a Leica Vibratome VT1200 system [91]. Dorsal and ventral regions were microdissected under a dissection microscope (S1A Fig.), with care taken to avoid inclusion of ventral entorhinal cortical regions, parasubicular or postrhinal regions and subicular regions. Tissue sections were collected into separate RNase-free eppendorf tubes before being quickly frozen on dry ice. Frozen tissue was stored at -80ºC for several weeks before RNA extraction.

We compared RNA from dorsal and ventral MEC of 4 groups of mice. To minimize the effects of inter-animal variability and variability in the dissection, whilst maintaining sufficient power to detect dorsoventral differences, samples were pooled with 3 or 4 mice in each group. RNA was extracted using RNeasy Lipid Tissue Mini Kit (Qiagen Cat:74804). RNA integrity was assessed using a Agilent 2100 Bioanalyzer. All sample RINs were between 7.1 and 8.5. cDNA was synthesized and amplified using the Ovation RNA-Seq System V2 (NuGEN Cat:7102) using 120 ng of starting material for each sample. The samples were fragmented and sequenced by the Ark-Genomics facility using Illumina HiSeq with multiplexed paired-end analysis on two lanes. Raw data were processed using Casava 1.8. Sequenced fragments were aligned using TopHat v2.0.8. After sequencing and alignment, absolute RNA expression and differential expression were computed using Cuffdiff 2 software on the output BAM files [58]. We chose Cuffdiff 2 to ensure accurate counting of transcripts in the presence of alternatively splicing. Reported gene expression therefore reflects the summed expression of all transcripts/isoforms of a gene. Cuffdiff 2 was run on the Edinburgh Compute and Data Facility (ECDF)[92] cluster on 4 cores each with 2GB of RAM. The reference genome used was Ensembl 73, downloaded 12th Nov 2013.

Transcripts were classified as expressed if their mean fragments per kilobase of exon per million fragments mapped (FPKM) [37] across samples ≥ 0.1 (c.f. [16]) in at least one of the dorsal or ventral regions (Fig. 1D). We also only considered transcripts for inclusion if Cuffdiff 2 analysis revealed them to have a minimum number of 10 alignments in a locus (default value). Transcripts were only tested for differential expression if mean FPKM across samples ≥ 1.

### ABA image processing and data extraction

The steps for processing and extraction of data from ABA images are summarized in S1 Fig. and described in detail below. Code used in this section is available at https://github.com/MattNolanLab/Ramsden_MEC.

**Image download from ABA.** Images were downloaded from the ABA database using the application programming interface (API: http://www.brain-map.org/api/index.html). Since the ABA sagittal reference atlas begins at 3.925mm laterally, and as the MEC is located between approximately 3.125 and 3.5 mm laterally, images between 0 and 1400 μm (refers to distance from most lateral point) were selected for download for each image series. Two files were downloaded for each image: an ISH image file and a corresponding expression image file. Images were downloaded using the API files: http://www.brain-map.org/aba/api/imageseries/[enterimageseries].xml and http://www.brain-map.org/aba/api/image?zoom=3& top=0& left=0& width=6000& height=5000&mime=2&path=[path specified in xml file]. Images were approximately 500KB each. Approximately 120,000 images were downloaded in total and they were stored on a cluster provided by ECDF [92].

**Preprocessing and cerebellar segmentation.** ABA images, of variable dimensions, were first downsized by a factor of 1.25 and pasted onto the center of a new image of 1200 (width) x 900 pixels (height) using the Python Image Library. ISH images were then processed to improve image segmentation and registration (S1A Fig.: steps 2–5). No further changes were made to the expression image files until application of a segmentation mask (step 6).

Image preprocessing proceeded as follows. (a) Background subtraction was carried out on the ISH images using ImageJ [93](S1A Fig.), with radius set to 1 pixel as this is approximately the size of a cell at the chosen resolution. (b) Images were thresholded using the ImageJ ‘Min_error’ automatic thresholding method such that all visible objects in the image, including anatomical features and cells with very low staining, were retained. The aim of this step was to minimize gene expression-specific information in the images whilst retaining anatomical detail to facilitate image registration based on landmark features. (c) To aid feature extraction, a smoothing filter (ImageJ) was applied to the images to smooth them prior to processing.

Because the cerebellum could impair performance of the registration algorithm we developed an automated segmentation workflow to remove the cerebellar region from images prior to registration (S1A Fig.). (d) An edge detection algorithm was applied to background-subtracted images (FeatureJ Edge detection [94]). This image was thresholded to provide two outlined regions: the forebrain and cerebellum. These regions occasionally featured internal gaps caused by very low pixel intensity brain regions. We used an ImageJ algorithm to identify the two regions as objects (defined by the complete perimeter) and to fill in any such gaps (ImageJ/Process/Binary/Fill Holes). These regions could then be detected as separate objects, using the ImageJ particle analysis tool (ImageJ/Analyze/AnalyzeParticles), and only the largest object, corresponding to the forebrain, was subsequently included in the segmentation mask. This mask could then be applied to the ISH and corresponding expression images.

Segmentation failed for images with low ISH labeling (because of edge detection failures), where the cerebellum and forebrain overlapped (due to mounting errors), and where erroneous staining prevented typical boundary detection. It was not feasible to examine all images and check those in which segmentation had failed, so we developed a method for automatically detecting successful segmentation. For each image within an image series, we used a binary support vector machine (SVM) classifier with a linear kernel to classify image masks based on success. To classify images, it is first necessary to extract features of the image that represent the patterns found in them. We used the VLFeat toolbox in Matlab [95] and custom-written code [96] to extract scale invariant feature transform (SIFT) features [97] from the images. The toolbox extracts SIFT features at 4 different scales to provide a spatial histogram that contains information about the positioning of features in space (PHOW features). For each image a feature histogram containing 4000 values was generated for input to the classifier. The SIFT feature library was provided by [96]. We trained the SVM classifier on PHOW feature vectors from 800 correctly segmented images and 250 poorly segmented images and used a further 800 positive and 250 negative images for validation and tuning of the regularization parameter. The classifier was able to separate positive and negative validation images with over 98% accuracy with a tuned regularization parameter. We therefore used the SVM model with the same parameters to obtain a score for all remaining (~120,000) images that estimated their chance of success. The majority of images were assigned positive scores but we flagged any image with a score below 1 (11% of images) as being potentially erroneous.

**Generation of reference images.** To enable the extraction of information from 2D ISH images with precision, we generated reference images for five planes covering the medio-lateral extent of the MEC and its borders (S1A Fig.). The central image (C) was our primary data extraction image, images in the adjacent lateral plane (L1) supplemented this information, while images in more lateral (L2) and in medial (M1 and M2) planes were used for reference but not for data extraction.

Reference images were generated using hand-selected ISH images that were chosen based on (1) relatively uniform expression in the MEC, (2) good tissue quality, and (3) medium ISH staining intensity. Approximately 15–20 images were chosen for each of the 5 reference images (See Figs. 1A, S1A). Pre-processed images were rigidly aligned using an ImageJ plugin “Align Image by Line ROI” (http://fiji.sc/Align_Image_by_line_ROI) [93]. Given images in which the user has marked 2 corresponding points on each image, this plugin finds an optimal transformation (translation, rotation, scale) in closed form that aligns the images into the same location.

Images then underwent group registration using a Matlab library, the Medical Image Registration Toolbox [98] (Fig. 1A). Images were registered by two-dimensional non-linear deformation to one another, with the aim of finding the group match with the greatest similarity. We chose to group register 15–20 images to capture a sufficient degree of variance without requiring excessive memory (∼ 5GB RAM) or time (∼ 20 hours). A Gaussian filter with a window size of 13 and a standard deviation of 3 was applied iteratively three times to each, followed by contrast enhancement, to enhance image structures at the relevant spatial scale. We chose to use cubic β-splines to represent the possible class of transforms and mutual information as the similarity measure, as it is relatively resistant to differences in contrast. The output of group registration is a series of transforms that correspond to each image. We generated reference images by applying these transforms and then calculating the median of the transformed images (S1A Fig.).

**Classifying images based on their medio-lateral location.** The images downloaded from the Allen Brain Atlas could be assigned either to one of the five reference image groups or to a sixth group for images not containing MEC. To ensure the ~120,000 images were appropriately classified based on medio-lateral extent, we used classification to identify, for each image series, the image most similar to our central reference image, Im_ref_^C^. We used a Support Vector Machine (SVM) library for Matlab [95] with a linear kernel and binary classification. The SVM provided a score for each image across all image series reflecting the chance that the image was approximately in the same medio-lateral plane as Im_ref_^C^. We could then compare scores for all images that had been downloaded for a given image series and choose the image with the highest score. Images from each image series that corresponded to more medial and lateral reference images could then be identified based on their relative medio-lateral location (calculated using the ABA API database xml file corresponding to the relevant image series using the *position* and *referenceatlasindex* xml tags), since images within image series were always separated by 100, 200 or 400 μm.

The procedure for the SVM followed several stages. (a) A Gaussian filter was applied to preprocessed ISH images, with a window size of 15 and a standard deviation of 3. (b) We trained the SVM classifier with PHOW features extracted from images manually classified for 501 genes into mediolateral groups. (c) We optimized the regularization parameter of the SVM and tested performance with a further 483 genes. After training, all the remaining images were run through the SVM and assigned a score. The highest scoring image from each image series was then assigned to an Im_ref_^C^ folder for manual inspection. Any images that did not belong in Im_ref_^C^ were removed. Images that were distantly located from Im_ref_^C^ images were placed in a No-ML folder. We manually checked this folder and any images that appeared to match a reference image were moved to the appropriate folder. Records were kept of all movements and this process of checking continued until we were satisfied that images had been assigned to a reference with ∼95% accuracy.

**Registration gene images to a reference image.** Each pre-processed ISH image was Gaussian-filtered and contrast-enhanced to facilitate extraction of large anatomical features and then 1-to-1 registered to its respective reference image, also Gaussian filtered, using the MIRT toolkit (S1A Fig.). 1-to-1 registration is unlikely to be as accurate as group registration but group registration would be unfeasible, in terms of memory and time required, for the number of images involved (∼ 20,000). Images were registered using cubic β-splines with mainly default settings, with the exception of the *transformation regularization weight*, which sets a limit on the scale of the deformation. We increased this from the default value of 0.01 to 0.1 to prevent large deformations. MI was used as a similarity measure because of its invariance to differences in contrast. The output of the algorithm was a transform describing the deformation of all points.

**Apply registration transformation to expression images.** The transform, calculated using the thresholded images, was also applied to the original ISH images (for visual assessment of registration success), as well as to the expression images (for extracting pixel intensity). All images underwent the same procedure.

**Image quality check.** To assess the accuracy of registration we used several measures automatically collected from all images: an MI-related score from the registration algorithm, a cross-correlation score on the final image, and a classification score from a classifier trained on poorly registered images. The MI score of the final deformation for each image reflects its similarity to the reference image. There is a clear distinction between the distribution of scores before and after registration (S1A Fig.). To determine how well these scores represent correct alignment, we chose a random sample of 100 images and manually rated their registration accuracy, then plotted their scores against the final mutual information result. This allowed us to set a threshold so that we could flag images that were potentially poorly registered. A total of 17% of images in the central plane were flagged compared with 14% in the L1 plane.

The MI score reflects registration accuracy across the whole image and therefore could overestimate the accuracy of registration in the MEC. Therefore as a second test we used the Matlab function (*normxcorr2*) to cross-correlate the MEC-containing region of a registered image with a larger region of the respective reference image. This cross-correlation function provides both a normalized maximum fit score and the location of the maximum fit, thereby enabling us to estimate the offset between the posterior MEC border within the registered image and within the reference image. We validated scores by using the image set used for validation of MI analysis. The majority of images were given a high manual rating of 5 and had a cross-correlation offset of near zero. A total of 7% of central images were flagged as having an offset that was potentially too large.

To detect image flaws including holes in the tissue created by bubbles, and aberrant detection of the pial surface as an RNA-expressing cell, which artificially increases the mean pixel intensity of the image, we used an image classifier. We decided to use image features to capture erroneous elements in the expression images that could subsequently be detected using an SVM. Features were extracted from the region including the MEC and immediate surround. We then trained a binary SVM classifier with a radial basis function kernel on all the images that we had visually assessed as having significant errors (n=∼ 50) against high quality images (n = 300). We used the LIBSVM package in Matlab for this [99]. We used cross validation to optimize the regularization parameter, C, and the hyperparameter of the radial basis function, gamma. We then tested all images with the classifier, giving a probability estimate that each image was erroneous. We again compared the probability estimate with visual assessment of a subset of the images used previously to estimate accuracy for the MI score, and flagged images with scores greater than 0.13. The classifier distinguishes images with large registration errors and pial surface errors from high-quality images (S1A Fig.). However, this method is naive to anatomy and not particularly sensitive to minor misalignment errors as it extracts features from the entire MEC region that are scale and alignment-invariant. 29% of images were flagged based on these results. Images were assigned error statuses and defined as not meeting the quality criteria if they had poor MI scores or were flagged by at least 2 of the other error measures. Error statuses were updated for all visually assessed images. In summary, 15,447 / 20,032 (77%) genes had images meeting these quality criteria in the central plane and 12,814 (64%) had images meeting the criteria in the L1 plane (S1B Fig.).

**Extraction of pixel intensities from ABA images.** Custom python scripts were written for all analysis of 8-bit ABA expression TIFF images. Expression images were used instead of raw ISH images because stages of processing that control noise, background illumination and contrast invariance across the images have already been performed as part of development of the ABA [34, 36, 100] (see ABA Informatics Data processing white paper). In addition, pixel intensity information represents overall expression level of individual cells that have been detected as expressing the gene of interest and should not contain structural information present in brightfield images that is not gene-specific, such as densely fibrous regions,

Genes were classified as being expressed if the mean expression in either the custom-defined dorsal or ventral region was ≥ 1 (scale up to 255). All data presented are based on pixel intensity values from 8-bit grayscale expression images. Expression images have been shown with a 16-color lookup table for visualization purposes. Average images are shown either based on absolute intensity or intensity normalized by the mean of the MEC region, as indicated.

Regional gene expression was estimated by manually outlining regions using Bezier lines (ImageJ), using the selections to create a binary mask (black on white pixels) that could be imported using custom Python or Matlab scripts, then using the mask to select elements of the original expression images.

Some genes are represented more than once in the ABA dataset, either because multiple probes have been used to detect different transcripts (n = 351 / 20,334 genes), or where ISH experiments with a single probe have been replicated (n = 1,011 genes). Where multiple probes are used to target a single gene we analyze images for each probe separately, but in population analyses we report the gene once whether only 1 probe or all probes were detected. For replications we found that relative intensities across different regions were similar in each image set, but overall image intensities could vary. We therefore analyzed average images generated by obtaining the mean relative pixel intensity across regions of interest for each image series and multiplying this by the mean pixel intensity of each whole image averaged across all relevant image series.

We extracted pixel intensity information from central and adjacent lateral images, which showed highly similar patterns of gene expression. Comparisons in mean pixel intensity between corresponding MEC layers of central and adjacent lateral images showed correlations of at least 0.945, which was higher than correlations with non-corresponding layers (< 0.938). When relative mean pixel intensities were compared between corresponding layers we found correlations of at least 0.66, compared with < 0.21 for non-corresponding layers.

**Comparison of ABA and RNA-Seq expression.** To compare the results from ABA data and RNA-Seq data, we first used the Ensembl Biomart database to match Ensembl data from RNA-Seq to Entrez IDs and Gene symbols. To correlate ABA and RNA-Seq expression, we took the mean pixel intensity of the dorsal and ventral regions, averaged across the Im_ref_^C^ and Im_ref_^L1^ planes (where images were available) and compared this to the mean FPKM of RNA-Seq dorsal and ventral samples (S1A Fig.).

### Data analysis and statistics

We describe below methods used for analyses associated with each main figure. Pearson correlation coefficients and linear regression analyses were performed using the statistics linear regression package, *lm*, in *R.* We define absolute intensity as the pixel intensity measurement in 8-bit images (range 0–255), and relative intensity as a measure reflecting the ratio of pixel intensities between two or more regions, for example layers or brain regions.

**ABA regional comparisons and combinatorial analysis (Fig. 2).** The neocortical, hippocampal, caudate putamen, amygdala, piriform and MEC regions were manually outlined using the central composite reference image and Allen Mouse Reference Atlas [34, 36] as guides. Genes with a mean pixel intensity in MEC ≥ 5 were defined as being MEC-enriched if their relative intensity compared to the comparison regions was ≥ 0.8. Genes with mean pixel intensity in MEC < 5 and ≥ 2 were defined as being MEC-enriched if their relative intensity was ≥ 0.99. In both cases the mean intensity of the compared brain region also had to be < 5. The proportion of MEC-enriched genes also expressed in the other brain regions was calculated by finding genes that did not satisfy these criteria. MEC-unique genes were identified using the same thresholds applied in comparison to all regions.

We identified pairs of genes with overlapping expression by first finding all genes that are enriched in the MEC relative to at least one other brain region and pairing them with each other. We then identified those pairs for which at least one of the pair was present in all five MEC-enriched lists. Images of genes were overlaid using ImageJ and manually inspected for degree of overlap. To aid visual assessment, genes with MEC expression < 5 were only included if expression was restricted to a particular subregion, as uniform expression at this intensity appears to most likely reflect non-specific ISH staining or uneven illumination across the tissue.

**Detection of borders (Fig. 3).** To identify genes defining the dorsal and ventral borders of MEC, we outlined regions dorsal and ventral to the approximate location of the borders using the central reference image (Fig. 3A, 3F). All gene images meeting the quality criteria in the re-registered data set with mean pixel intensity < 15 in one region and with a differential pixel intensity of > 15 between the regions were selected for manual validation. We supplemented this search with an ABA differential expression search [34, 36] (Target structure: Parasubiculum, Contrast structure: Medial Entorhinal Cortex), with an expression threshold of 3.5, which identified an additional 8 genes that demarcated the dorsal border of the MEC.

**Identification of layer-specific and differentially expressed (DE) genes (Fig. 4).** Genes were defined as layer-specific if they show no consistent expression in other MEC layers or differentially expressed (DE) if they show substantially higher expression in at least one layer than in another. Exact criteria for identification of layer-specific and DE genes are as follows.

(1) Comparison of laminar regions within the re-registered ABA dataset. Layers were defined using the composite central and adjacent lateral reference images (S4A Fig.). We primarily used data from the central reference image, only using information from the lateral plane when no central image was available. Since layers possess multiple types of cells that may themselves differentially express genes, we compared both average expression across layers, and the distribution of high-intensity expression. For each image a high-intensity pixel was defined as having intensity ≥ mean + 2 x S.D of all pixels in the MEC. The absolute pixel intensity (Lx_abs =_ Lx_rel_ x 3 x MEC_mean_, where x refers to layer) and proportion of high-intensity pixels were then calculated for each of the layers II, III and V/VI. Relative laminar mean intensity (Lx_rel_) and relative proportion of high-intensity pixels (Lx_prop_) were calculated by dividing layer measures by their sum. We also identified the first (Lmax = maximum of (LII_rel_ + LII_prop_, LIII_rel_ + LIII_prop_, LV_rel_ + LV_prop_)) and second highest expressing layers (Lmid (not Lmin or Lmax)). We then calculated an absolute mean pixel intensity difference between these layers (Lmax_diff_ = ((Lmax_rel_-Lmid_rel_)^2^ x Lmax_abs_ / 255) x 30) and the joint expression of the two highest expressing layers (Lmax_absjoint_ = ((Lmax_rel_ + Lmid_rel−_Lmin_rel_)^2^ x Lmax_abs_ / 255) x 30). These values acted to penalize low absolute pixel intensities. We did not initially distinguish layers V and VI as the border between these layers is not clearly defined in the sagittal plane. Only genes with a mean overall pixel intensity ≥ 1 and mean pixel intensity ≥ 2 in at least one layer were evaluated.

To quantify laminar differences in expression we calculated patterning scores (PS) as follows:

1. We assigned weights to the measures relative intensity (w_rel_ = 0.4), relative proportion of high-intensity pixels (w_prop_ = 0.5) and absolute pixel intensity (w_abs_ = 1- (w_rel_ + w_prop_)). If the image had no high-intensity pixels, w_rel_ = 0.9.
2. We calculated a PS for single layer enrichment: PS_single_ = w_rel_ x Lmax_rel_ + w_prop_ x Lmax_prop_ + w_abs_ x min([Lmax_abs_,1])
3. We calculated a PS for joint layer enrichment: PS_joint_ = w_mean_ x (Lmax_rel_ + Lmid_rel_) + w_prop_ x (Lmax_prop_ + Lmid_prop_) + w_abs_ x min([Lmax_absjoint_,1])

Genes with PS_single_ ≥ 0.65 or PS_joint_ ≥ 0.88 (n = 1,314) were marked as candidates for DE genes, including the subset of layer-specific genes.

(2) Cross correlation of genes within the registered data set. We also used the re-registered data set to find genes with similar patterns of intensity to genes identified through differential laminar expression, but that may have been missed in the previous analysis due to their occupation of very small areas. Using a SciPy cross-correlation function (Alistair Muldal:https://github.com/oleg-alexandrov/projects/blob/master/fft_match/norm_xcorr.py), we used *Nxph4* as the seed gene to find other layer VI genes and *Mrg1* as the seed to find other potential island genes. To identify genes only expressed in the narrow VI layer, we compared a small dorsal region and searched only images with mean pixel intensity ≥ 1 and < 5 that had a sum of squares difference (SSD) of zero with the target gene. We checked images for the 30 genes with the highest cross-correlation. For island genes, we searched using a small dorsal region including layer II and checked the top 50 genes with mean intensity ≥ 1 and SSD = 0.

(3) Identification of genes through ABA search tools. Since our aim was to make this resource as comprehensive as possible, we extended our search beyond our re-registered data set to make use of ABA differential expression tools and knowledge of cortex-enriched genes [34, 101]. We initially identified strongly differentially expressed ‘seed’ genes through manual exploration using the ABA differential expression tool, Fine structure Annotation and Anatomical Gene Expression Atlas (AGEA; http://mouse.brain-map.org/agea) (total checked = 922). Taking at least 8 genes with the strongest expression for each layer, we used the ABA NeuroBlast tool to identify all other genes with an expression correlation of at least 0.5 with any one of these ‘seed’ genes in the retrohippocampal (RHP) region. This provided us with over 4,000 potential DE genes, but no clear indication of their laminar expression profile. We visually assessed all those that did not have an image meeting the quality criteria in our re-registered ABA data set (n = 959). For the identification of layer-specific genes we also scanned all those that our analysis suggested had borderline differential expression (n = 163) or that had a NeuroBlast expression correlation greater than 0.7 (n = 1,288).

Given the potential for images to be poorly registered in both ABA and our re-registered data set, we also visually inspected differentially expressed neocortical genes (n = 302) using lists provided by [101](http://www.nature.com/nrn/journal/v8/n6/suppinfo/nrn2151.html) and those annotated as having a ‘high’ specificity score in the Somatosensory cortex Annotation on the ABA website (http://help.brain-map.org/download/attachments/2818169/SomatosensoryAnnotation.xls?version=1&modificationDate=1319171046372) [34, 36] to determine whether they also showed laminar specificity in MEC.

(4) Visual validation. To minimize the number of false positives in the data, all candidate layer-specific and DE genes were validated through visual inspection. Layer-specific genes were confirmed as showing consistent expression in a single layer using the original ISH image and, where possible, images in more lateral and medial planes. Genes with DE expression had to show consistently higher expression in at least one layer than in another. For ABA re-registered data, 703 / 1314 candidates could be added to the set of DE genes. An additional 4 genes with layer-specific expression were identified using cross-correlation and an additional 36 DE including 10 layer-specific genes using the cortex-enriched lists referred to above. The NeuroBlast data identified an additional 121 DE genes, 13 of which were layer-specific. During manual validation of DE genes, we also recorded particular patterns of gene expression, including island or inter-island expression and specific laminar expression within the deep layers.

To generate final lists of layer-specific genes, we included all genes visually validated as layer-specific, independent of PS score. For DE genes, we included all layer-specific genes, all genes in the re-registered ABA data set that had a single layer PS ≥ 0.65 or joint PS ≥ 0.88 and that were visually assessed as strongly differentially expressed, and all genes acquired using ABA tools and cortex layer-enriched lists that we validated as showing differential expression. See S4B Fig. Layer-specific and DE genes showed consistent expression patterns across mediolateral sections (S6 Fig.).

**Analysis of laminar similarities and differences between MEC and neocortex in ABA data (Fig. 5).** Taking the neocortical region used in our analysis of regional expression, we associated all pixel intensities for each gene image with a normalized location relative to the corpus callosum (or subicular border for MEC) and the nearest point along the pial surface. For all MEC layer-specific genes (S4C Fig.), we calculated mean pixel intensities at different normalized locations throughout the three cortical regions (Fig. 5B). We plotted histograms by binning the distances into 20 regions. Statistically significant differences in the laminar gene list expression patterns were detected using Mixed Model Analysis in SPSS (v21) with an unstructured covariance matrix. Fixed effects were the list of genes, location and their interaction. Random effects were the list of genes and location with image series as subject.

To test whether deep and superficial layer-specific expression patterns correspond between MEC and neocortex, we used genes previously identified as having ‘high’ specificity in SS cortical layers [34] (S5E Fig.) to divide the cortical regions into deep (layers V/VI) and superficial (II-IV) regions (cf. [101]). We also used these genes to estimate an approximate border between visual and SS cortex. For each gene with mean pixel intensity ≥ 2, we calculated the ratio of pixel intensity in the deep region to the superficial region. If gene expression in MEC and visual or SS cortex corresponds, we would expect this ratio to be 1 for MEC deep layer-specific genes and 0 for MEC superficial layer genes. To test this prediction, we subtracted the ratio for each gene from the expected value and performed a MANOVA using SPSS (v21) with type of MEC specificity as the between-subjects variable and the visual and SS results as dependent variables. Post-hoc tests were performed with Tukey’s HSD. The percentage of genes that are enriched in superficial or deep regions was calculated by including genes with a deep: superficial ratio of less than 0.4 or greater than 0.6 (50% difference). Genes with mean intensity < 2 in the neocortical region were not included in the analysis.

To calculate the correlations between cortical layers across all ABA genes, we used the estimated laminar boundaries described previously to generate binary array masks corresponding to each layer. Pixel intensities were averaged across all pixels within laminar boundaries then Pearson correlation coefficients calculated.

**Functional analysis for genes with laminar organization (Fig. 6).** We used the GOElite gene ontology tool [102] with recent versions of the GO OBO database and gene annotation file for *mus musculus* (24/1/2014) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) database [63] to extract all enriched terms. For the reference set for DE genes, all DE genes and genes with weak differential or uniform expression and threshold mean intensity ≥ 2 in MEC (n = 9,057 Ensembl identifiers) were included. This ensured we were not simply selecting for brain-enriched genes but for genes differentially expressed within the MEC. Terms were defined as enriched if associated with a *p* value < 0.05 after a one-sided Fisher overrepresentation test followed by Benjamini-Hochberg false discovery rate adjustment for multiple tests.

To reduce redundancy and identify clusters of meaningful GO and KEGG terms we calculated a kappa similarity measure (described in [103]) to identify terms sharing a higher proportion of genes than chance. We then used hierarchical clustering (adapted from code written by Nathan Salomonis: http://code.activestate.com/recipes/578175-hierarchical-clustering-heatmap-python/) on the kappa similarity matrix to cluster terms with at least 5 genes and fewer than 100 genes into groups. Within each cluster we then extracted all kappa similarity scores. Only terms with less than modest overlap (kappa < 0.7) with a more significant term and fewer than 100 genes were presented in the summary figure (Fig. 6A). Clusters were labelled using their most significant term. To establish the significance of the over or under representation of layer-specific genes in the selected lists we used *R* implementation of a 2-way Exact Fisher test (*fisher.test*) followed by multiple corrections analysis (*p.adjust.M*). In heatplots, data are shown for images in the plane corresponding to the central reference image, where available, or for the adjacent lateral plane.

**Investigating dorsoventral differences in gene expression (Fig. 7).** For analysis of RNA-Seq data Cuffdiff 2 [58] was used to identify all differentially expressed genes with an FPKM of at least 1 and difference in expression of at least 20% (log_2_(1.2) = 0.2630). Differences in the direction of differential expression between genes with different layer-specific expression (Fig. 4) were detected using ANOVA followed by post-hoc Tukey’s HSD tests, performed in R.

For analysis of ABA images dorsal and ventral regions were manually outlined using the two primary custom reference atlases. Average pixel intensities within each region and across central and the adjacent lateral sections containing MEC were calculated for each ABA image series. Only ABA images with a threshold mean intensity ≥ 2 in the dorsal or ventral region were included in the differential expression analysis. We used a threshold log fold enrichment of 0.2630 (increase of 20%) to define differential dorsoventral expression, the same value used for RNA-Seq.

For comparison between Cuffdiff 2 analysis and ABA analysis, Cuffdiff 2 results were matched to ABA Entrez values or gene official symbols using the Ensembl Biomart tool. Two comparisons were made: one specific to ABA layer-specific genes, and the other only including genes determined to be significantly differentially expressed according to RNA-Seq data.

**Functional analysis for dorsoventral genes (Fig. 8).** A similar method was used to that described above for laminar genes. For the reference set we included all genes with an FPKM ≥ 1 in MEC that had a sufficient number of alignments in a locus (measured using Cuffdiff 2) to be tested for differential expression (Ensembl identifiers = 13,954).

To estimate the presence of gradients in MEC in re-registered ABA data, we divided the MEC region in both the central and adjacent lateral planes into 5 subregions along the dorsoventral axis. For each layer and subregion, we calculated the mean pixel intensity and used these values to calculate linear regression gradients (SciPy *stats.linregress)* for each layer and across the whole MEC. For heatmaps, genes were sorted according to this gradient and color-coded according to whether their dorsoventral difference was sufficiently large for them to be defined as D>V or V>D-expressed in the analysis performed in Fig. 6.

**Disease analysis of layer-patterned genes (Fig. 9).** Genes involved in pathways for Alzheimer’s disease, Huntington’s disease and Parkinson’s disease were acquired from the KEGG pathway database [63]. This tool contains manually drawn pathways of molecules known to be perturbed, either through environment or genes, in certain diseases, as well as molecules that are therapeutic markers or diagnostic markers. Autism-related genes include mouse genes for which the human homolog has a score of 1–4 (high-low evidence) or syndromic in the SFARI AutDB database (n = 238 (Ensembl)). Schizophrenia genes include the results of a computational analysis of meta-analysis results from [64, 104] (n = 175 (Ensembl)). Epilepsy genes include those associated with any form of epilepsy in the Disease database (n = 90 (Ensembl)) [67]. Genes that have been causally associated with early or late-onset AD were obtained from key reviews and meta-analyses in the AD literature [69, 72, 105].

To generate lists of layer-enriched genes we took all DE genes and identified those visually validated as being enriched in particular layers. We computed the significance of over or underrepresentation of disease genes amongst layer-enriched genes using Fisher’s Exact Test in *R*, as described for gene ontologies in Fig. 6. To determine the associated ontology terms of all AD pathway genes with at least moderate layer enrichment we used a PS_single_ threshold of 0.60.

## Supporting Information

S1 Fig Generation of high-resolution data set from ABA ISH data. Related to Fig. 1. (A) Pipeline for image processing stages involved in extracting pixel intensity information from images in the Allen Brain Atlas (ABA): (1) Raw ISH and corresponding expression images were downloaded from the ABA using the API http://www.brain-map.org/api/index.html (see Materials and Methods). (2) Raw ISH images were pre-processed to improve registration performance. This involved scaling (to approx. 10µm per pixel), background subtraction, thresholding, median filtering and Gaussian blurring. The cerebellar region was removed using object segmentation. (3) Generation of the reference images (Im_ref_). For each ML region 15–20 images were chosen (central images shown here). These images were manually aligned using rigid registration (ImageJ) to a template image (red dotted line), then registered using non-linear deformation. Im_ref_ was defined as the median of the resulting images (lower). (4) Images were classified using an SVM with a linear kernel into groups based on their medio-lateral extent. (5) The registration procedure. For each gene a registration transformation is calculated. The effect of registration is shown for 2 example ISH images before and after 1-to-1 registration using MIRT to Im_ref_^C^, the median image produced in (4). (6) The registration transformation generated by MIRT is applied to the corresponding expression image. (7) Image quality was assessed using several metrics. 1. The mutual information-related (MI) score reached during registration reflects the similarity between the reference image and registered image. Images with poor MI scores were flagged (red region) and only included in subsequent analyses after visual checks. 2. An SVM was trained on poor images and high quality images. The resulting model was then applied to unchecked images and a probability of being erroneous assigned. Those with a probability of being erroneous of greater than 0.13 were also flagged (red) and only included after checking. (8) Pixel intensity data were extracted from images using custom-made python scripts. (9) Data from ABA images were compared to RNA-Seq analysis data. Images show examples of the brain slices from which dorsal and ventral regions were removed and used for RNA-Seq analysis. Arrows indicate the cuts marking the border between the dorsal and ventral region. (B) Table summarizing the number of images (unique genes) satisfying the quality criteria (Materials and Methods) in the two planes used for analysis: C and L1.
(TIFF) Click here for additional data file.

S2 Fig Gene expression differences across brain regions. Related to Fig. 2. (A) Scatter plot of absolute mean pixel intensity (mINT) in neocortex as a function of mINT in MEC across all genes in the ABA re-registered data set (red: slope = 0.918, *r* = 0.958, *p* < 2.2 × 10^-16^). (B) Results of linear regression used to determine the relationship between expression in MEC and neocortex (red), hippocampus (green), amygdala (magenta), piriform cortex (blue) and caudate putamen (cyan). Shaded regions indicate the areas in which 95% of data points fall. (C) Heat plots show the distribution of relative mean pixel intensities in MEC compared with other brain regions (mINT_norm_^MEC^). A result of 1 indicates that expression is unique to MEC, 0.5 indicates equal expression and 0 indicates expression only in the other brain region. Only genes with mINT^MEC^ ≥ 5 are shown. MEC-enriched genes are defined as those where mINT_norm_^MEC^ ≥ 0.8. (D) Plot shows the effect of fold-change threshold on the number of genes detected as being enriched in MEC compared with each other region. At thresholds of 3.5, 4 and 4.5 the numbers of genes that distinguish MEC from each area are: Neo [149, 118, 96], Hip [73, 54, 43], Amygdala [354, 318, 288], Caudate [1253, 1162, 1057], Piriform [98, 93, 81]. (E) Expression images for examples of genes with different expression patterns in all regions except MEC. Within MEC this expression is overlapping (upper), partially overlapping (mid) or restricted to different layers (lower). Overlay images were created by taking 8-bit grayscale original images for each, performing contrast enhancement (1% saturated pixels) then smoothing for viewing purposes using ImageJ functions. Images were merged using the ‘Color: Merge’ function and brightness/contrast adjusted where appropriate. White boxed outline regions in MEC shown at higher magnification. (F) Bar chart showing the relative numbers of pairs of genes, out of all pairs identified as having potentially overlapping gene expression in MEC but not other regions, manually sorted according to particular pattern of overlap or with additional non-specific expression in other regions.
(TIFF) Click here for additional data file.

S3 Fig Gene expression-based border demarcations throughout the medio-lateral extent. Related to Fig. 3. (A-D) Example cropped ISH images downloaded from the ABA API (see Materials and Methods) are shown for genes with expression patterns that distinguish the (A-B) dorsal and (C-D) ventral borders of the MEC. Images corresponding to the central reference image are shown adjacent to more lateral and more medial images. (A) Dorsal-MEC^+ve^, (B) Dorsal-Para, (C) Ventral-MEC^+ve^ and (D) Ventral-MEC^-ve^.
(TIFF) Click here for additional data file.

S4 Fig Layer-specific gene expression in MEC. Related to Fig. 4. (A) Schematic shows the central reference image overlaid with ROIs corresponding to layers II (red), III (green) and V/VI (blue) of MEC. (B) Table summarizes the number of layer-specific and differentially expressed (DE) genes detected. (C-G) Example cropped ISH images downloaded from the ABA API (see Materials and Methods) are shown adjacent to images of the mean expression pattern of genes with images in the central plane of the re-registered ABA data set. Patterns include: (C) Layer-specific gene expression in each of the three major laminar regions. (D) Deep-layer specific patterns including layer Va, layer Vb and layer VI. (E) Enriched expression in particular deep layers or combinations of deep layers. (F-G) Sub-laminar expression patterns within MEC layer II, including island and inter-island patterns. (F) All DE genes with this pattern. (G) Layer II-specific genes.
(TIFF) Click here for additional data file.

S5 Fig Neocortical expression patterns of MEC layer-specific genes. Related to Fig. 5. (A) Normalized intensity of MEC layer-specific genes plotted as a function of distance from the inner white matter border in MEC, visual or SS cortex. There is a main fixed effect of MEC layer-specific group on normalized neocortical expression (Mixed Model Analysis, *F* = 28.8, *p* < 0.001). For each gene, pixel intensities were normalized to the sum across the whole region. Error bars represent standard error of the mean. (B) Plots show the distribution of absolute pixel intensities for individual MEC layer-specific genes in each region (LII: upper, red, LIII: mid, green, LV/VI: lower, blue). (C) Table showing summary statistics for differences in neocortical expression pattern. (D) Examples of section-wide images downloaded from the ABA API (see Materials and Methods) of genes with layer-specific expression patterns. (E) As Fig. 5C and (A), for genes enriched in SS layer II/III, IV, V, VIa and VIb.
(TIFF) Click here for additional data file.

S6 Fig Consistent layer-specific gene expression throughout the medio-lateral extent. Related to Figs. 4 and 5. (A-B) Images show the mean expression patterns of genes in the re-registered ABA data set that show (A) layer-specific or (B) layer-enriched gene expression in each of the three major laminar regions. Images are shown for the central (C), adjacent lateral (L1) and adjacent medial (M1) sections. (C) Example ISH images at different mediolateral extents are shown for layer-specific genes in layers II, III and V/VI.
(TIFF) Click here for additional data file.

S7 Fig Dorsoventral gradients in MEC. Related to Fig. 7. (A) Histogram shows the distribution of differences in dorsoventral expression (log_2_ (mINT Ventral / mINT Dorsal)) for all genes (black) with mINT ≥ 2 in the ABA re-registered data set. Colored boxes indicate the scores corresponding to genes classified with differential expression: D>V (purple) or V>D (orange). (B) The log fold change in ABA mINT between ventral and dorsal regions is plotted as a function of log fold change in RNA-Seq mean FPKM for genes found with Cuffdiff 2 to have statistically significant (FDR < 0.05) dorsoventral differences in RNA-Seq mean FPKM. Colors represent number of genes. The linear regression line is indicated in magenta. (C) Table shows dorsoventral differences in ABA and RNA-Seq expression for all layer-specific genes identified as D>V or V>D according to Cuffdiff 2 analysis.
(TIFF) Click here for additional data file.

S1 Dataset ABA and RNASeq results in Fig. 1. (XLS) Click here for additional data file.

S2 Dataset Brain region data for Fig. 2. (XLS) Click here for additional data file.

S3 Dataset Border genes for Fig. 3. (XLS) Click here for additional data file.

S4 Dataset Differentially expressed and layer-specific genes in Fig. 4. (XLS) Click here for additional data file.

S5 Dataset Gene expression in neocortical layers in Fig. 5. (XLS) Click here for additional data file.

S6 Dataset Gene ontology terms for differentially expressed genes in Fig. 6. (XLS) Click here for additional data file.

S7 Dataset Genes with dorsoventral gradients in Fig. 7. (XLS) Click here for additional data file.

S8 Dataset Gene ontology terms for genes with dorsoventral gradients in Fig. 8. (XLS) Click here for additional data file.

S9 Dataset Gene lists for disease-associated genes in Fig. 9. (XLS) Click here for additional data file.

S10 Dataset Combinatorial gene expression in MEC for S2 Fig. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

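RNA from the dorsal and the ventral MEC of 13 male mice aged 8 weeks, pooled by region in 4 groups, gave 4 dorsal and 4 ventral libraries. The authors aligned paired-end fragments with TopHat to the mouse genome, build GRCm38, with the Ensembl release 73 annotation and ran Cuffdiff 2 at the gene level with its default minimum number of alignments per locus. The deposited FPKM values, 1 per gene and library for 38553 genes, are those that the authors obtained from Cuffdiff 2, which divides fragments by exon length and by the fragments mapped and scales the libraries to each other. The authors' deposited comparison table gives the mean FPKM of each region, its log2 ratio of ventral to dorsal, and the p-value and q-value that Cuffdiff 2 computed, where the q-value is the p-value adjusted by the Benjamini-Hochberg method.
The headers of the FPKM columns name a region that differs from the one in S1 Dataset for 4 of the 8 libraries. Libraries were assigned to regions by S1 Dataset, because the column means over D1, V1, D2 and V2 and over D3, V3, D4 and V4 equal its dorsal and ventral FPKM within 0.1%. This assignment rests on values and not on labels, and results under the headers' regions are given beside it. Which group of mice a library comes from is not given, so no library was paired with another. A long table of estimated fragment numbers was not used. It gives each library by a condition and a replicate number, which were not matched to single samples. An unpaired comparison of the regions would not need that match, but the count-based test that the design put first was not run here. The comparison used limma on FPKM, which the design named as its substitute. In all, 4 columns of per-sample values were not used.
No fragment totals were used, and the total depth of the libraries is not given here. Relative depth was estimated from genes with a mean FPKM under 0.1. Intervals on shares of genes are 95% Wilson intervals and cover the counting of genes only.
Genes that the authors marked as having too few alignments were left out. A gene was detected at a mean FPKM of at least 0.1 in either region and tested at a mean FPKM of at least 1 over the 8 libraries, which left 13674 genes. Dorsal and ventral libraries were compared by limma 3.58.1 in R 4.3.3, on log2(FPKM + 1), with a mean-variance trend. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 ratio of mean FPKM beyond 0.263 in either direction. Fold changes of this model are on the log2(FPKM + 1) scale and understate the change of genes with low FPKM. Gene lists were tested with camera, with a preset correlation of 0.01, and with fry, where at least 4 genes of a list were tested. Correlations and differences between layers were tested with 100000 permutations across genes, and gene list overlaps with Fisher's exact test and within 10 bins of gene length with an exact conditional test. These steps used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9.
Genes are named by a rule set beforehand. It takes the genes the paper names for its RNA-Seq results in the Discussion and in Fig. 8, the layer-specific genes past the threshold, the 5 genes with the largest change in each direction among those past the threshold whose dorsal and ventral libraries do not overlap, and members of the marker lists. Some of the genes it takes are not reported here. Gene positions and types are those of GENCODE M21, also on GRCm38, which shares 36638 gene identifiers with the deposited table, 36513 of them at an overlapping position. Of the genes in the table, 14698 share a locus with another gene.
The fit was tested on simulated data with 200 changed genes among 13674. It recovered 194 (97%), with 8.92% of its calls outside them and 0 calls where no gene was changed. That 8.92% is above the adjusted p threshold of 0.05. Only genes well above the filter on FPKM were changed, and noise was drawn independently for each gene. The median log2 change found was 0.986 for raised and −1.00 for lowered genes. Calls in the real data had median sizes of log2(V/D) of 0.58 (D>V) and 0.61 (V>D). The 97% therefore does not give the share recovered at such changes or at low FPKM. In 200 simulated runs each, the permutation tests passed in 4.5% and 4% of runs without an effect. For a list chosen by gene length alone, Fisher's exact test passed in 86% of runs and the test within length bins in 8%.
The alternatives covered the constant added before the logarithm, the filters on FPKM and alignments, the threshold on the ratio, gene matching, the set test, the authors' calls, and leaving out each library in turn. Others, added after seeing the data, were no FPKM filter, sample quality weights, rescaling to one total, quantile normalization with and without the FPKM ratio, the limma fold change in place of the ratio, bins of mean FPKM, camera with an estimated correlation, a smaller constant for the genes of Fig. 8, the regions named by the headers and the 4 libraries on which the headers and S1 Dataset give the same region. The marker lists cover oligodendrocytes and their precursors, astrocytes, microglia, endothelial, mural and leptomeningeal cells, choroid plexus, parvalbumin, somatostatin, VIP and CCK interneurons, GABAergic and glutamatergic neurons, activity-regulated genes, dentate gyrus, CA1 and subiculum, X-inactivation transcripts and Y-linked genes. The border lists come from S3 Dataset. The GO enrichments were not recomputed, since the tables are held here in shortened form, and ISH images were not analysed here.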

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

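The relative depth, the named genes given with full values and 15 marker lists were examined for a library far from the other 3 of its region, in 62 groups of 4 libraries. In 2 groups a library stood apart, where chance gives 3.1. Leaving out each gene of a list in turn was chosen only after the results were seen, and the reading of the GABAergic comparison was changed after its value was seen. The mean log2(FPKM + 1) of the oligodendrocyte list was 4.31 in the ventral library headed D3, against 4.63 to 4.65 in the other ventral libraries, a gap of 0.948 of the range, which is above the critical value of Dixon's test. No single gene of the list accounts for it, because with each of the 12 genes left out in turn the gap was at least 0.876 of the range, above the critical value, and 9 of the 12 were lowest in that library. A difference in the tissue dissected for that pool stays open and was not tested, as does chance.
The mean of the glutamatergic neuron list was 6.00 in the ventral library headed V3, against 6.23 to 6.27 in the other ventral libraries, a gap of 0.852 of the range. The size of this gap may rest on single genes, because it fell under the critical value without any 1 of 3 of the 5 genes, to 0.557 without *Camk2a*, 0.670 without *Nrgn* and 0.775 without *Slc17a7*. Its direction was more widely shared, since 4 of the 5 genes were lowest in that library. A lower share of neurons in that library could not be decided, since the GABAergic neuron list differed by −0.0491 from the mean of the other ventral libraries. No other biological explanation was tested for that library, and none was tested for the ventral library headed D3.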

How the results depend on the processing

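The alternatives were set before the data were examined, except those said to be added after seeing the data. Of 81 comparisons of a result with such an alternative, 70 were kept, 4 were weaker, 5 moved and 2 reversed. A tested result was kept if its direction and its side of the threshold stayed. A count of genes was kept if it stayed within 1.5 times of its planned value, so kept counts may still differ. For example, 204 D>V genes without D2 against 294 with all libraries counts as kept. Leaving out each library in turn kept 228 of 280, with 11 weaker, 28 moved and 13 reversed. With the added alternatives, 64 of 81 comparisons were kept, with 3 weaker, 9 moved and 5 reversed. For single genes these numbers were 45 of 45, 93 of 109 (16 weaker) and 57 of 90 (19 weaker, 14 reversed). The cause was not tested unless one is given.
With a mean FPKM of at least 5, which leaves fewer genes, 591 D>V and 459 V>D genes had a 20% difference. With log2(mean FPKM + 1), which shrinks low values, 817 were V>D, and with the limma log2 fold change, added later, 822. The correlation of FPKM with ISH intensity was 0.59 on the log2 scale. Without the 2 farthest genes, r for layer III was 0.32. Within bins of gene length the excess was 1.96-fold for autism genes among D>V genes, 2.35-fold for autism and 3.21-fold for schizophrenia genes among V>D genes. None of these 3 passed the threshold. By the authors' deposited table, AD pathway genes among V>D genes were at 0.975 and HD pathway genes at 0.598 times chance, and within bins of mean FPKM, added later, at 0.968 and 0.897. With fry in place of camera 2 border lists passed, and with an estimated correlation, added later, 0 marker lists did.
With each library rescaled to one total FPKM, added after seeing the data, 195 D>V genes were called, 1111 D>V and 1742 V>D genes had a 20% difference, the D>V share of layer II genes was 5.63% and that of layer III genes 6.90%. With only the 4 libraries on which the headers and S1 Dataset give the same region, 0 D>V and 0 V>D genes were called (1232 at an unadjusted p under 0.05), where fewer libraries are compared. With the regions as the column headers name them, 1 D>V and 0 V>D genes were called (721 unadjusted), since each side then holds 2 libraries of each region of S1 Dataset. There the ISH correlations were −0.41, −0.34 and 0.037 for layers II, III and V/VI, and the layer differences −0.032 (II against deep), −0.015 (III against deep) and −0.016 (II against III). The log2 fold changes then were 0.22 for *Mybpc1*, 0.015 for *Chrna3*, 0.10 for *Gm15680*, 0.00449 for *Col11a1*, 0.080 for *Gm13847*, −0.20 for *Trhr*, −0.29 for *Gpr101*, −0.19 for *Calb2*, −0.25 for *Fibcd1*, 0.012 for *Trpc5*, 0.016 for *Kcnq3*, 0.11 for *Kcnk1*, 0.10 for *Mbp* and 0.035 for *Cntn2*, none of them past the threshold.
Across the 8 fits that each left out a library, D>V calls ranged from 157 to 341 and V>D calls from 91 to 191. They were highest without V3, and lowest without V1 for D>V and without V1 or D3 for V>D genes. The D>V share ranged from 2.82% (without V1, V2 or D3) to 7.04% for layer II and from 6.90% (without D1, V1, V2, D4 or V4) to 13.8% for layer III. Among V>D genes the fold over chance ranged from 2.81 to 4.26 for autism, from 0.949 (without D2) to 3.63 for schizophrenia, from 0 to 2.27 for the AD, from 0 to 1.22 for the PD and from 0 to 1.62 for the HD pathway. The value of 0 came without V1 or D3, and for the PD and HD pathways also without V4. Calls ranged from 10 (without V1 or D3) to 16 for channel activity, from 3 (without V1, V2 or D3) to 6 for neuroactive ligand-receptor and from 7 (without D3) to 14 for extracellular region genes. Border lists ranged from 0 to 2, the 2 without D4.
No paired analysis was possible because the header numbers join 2 libraries of one region under S1 Dataset's assignment, and the group of mice behind each library is not given. Count-based alternatives, namely edgeR with other scaling or filters, its log2 fold change, DESeq2 and voom with quality weights, were not run, since the table of estimated fragment numbers was not used. For the same reason the depth behind a value is not given here, and genes with low FPKM are those it limits most.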

Differences from the paper's values

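Limma called 294 D>V and 198 V>D genes, against the paper's 452 and 347 from Cuffdiff 2. For these numbers a gap counts as closed within 1.5 times of the paper's. Of the alternatives set before the data were examined, a mean FPKM of at least 1 in either region gave 302 D>V genes, which only just came within it. A smaller added constant (293), keeping genes with too few alignments (271) and the adjusted p alone (294) did not close the gap. For V>D genes none of these did, with 203, 201, 176 and 198 genes in the same order. Among the same 13674 genes, the authors' deposited table itself calls 441 D>V and 334 V>D genes with a 20% difference. Most of the gap thus lies between the calls of limma and those of Cuffdiff 2, and not in these filters. Leaving out V3 gave 341 D>V genes, also within 1.5 times, and 191 V>D genes. Of the alternatives chosen after seeing the values, sample quality weights (361 and 253) closed the gap in both directions, and no FPKM filter (310 and 206) closed it for D>V genes.
The correlation of FPKM with ISH intensity was 0.35 over 1303 genes, against the paper's 0.40, for which it registered 16639 genes. It was 0.59 on the log2 scale and 0.34 over genes expressed in both data sets, and neither closed the gap. Of S1 Dataset, 1998 lines are held here and 41460 are left out.
The correlations of the ISH and RNA-Seq ratios were 0.58, 0.74 and 0.49 for layers II, III and V/VI, against the paper's 0.74, 0.97 and 0.77. With only the genes called in the authors' deposited table they were 0.742, 0.973 and 0.702, which closed the gap for layers II and III and not for layer V/VI. Leaving out the 2 farthest genes gave 0.52, 0.32 and 0.57 and closed none.
The share of layer II genes with D>V expression was 11.3%, against the paper's 20.6%, and 18.3% with the calls of the authors' deposited table, which closed the gap. For deep-layer genes it was 0%, against the paper's 1.8%, and 0% with the authors' calls.
The paper tested 13954 genes, against 13674 here, 13955 with a mean FPKM of at least 1 in either region and 13943 with too few alignments kept. It detected 20106 genes, against 14989 here and 20104 with genes with too few alignments kept. The paper marks schizophrenia-related genes as enriched among D>V genes, but here the adjusted p was 0.284 (Fisher's exact test), 0.138 with the authors' calls, and between 0.138 and 0.813 over all alternatives, those leaving out a library included. Fig. 8 labels 19 genes that were not called here. Of these, *Scn4b* was called with a mean FPKM of at least 1 in either region and, among the alternatives added after seeing the data, with no FPKM filter. Sample quality weights, also added, called *Arhgef10*, *Kcnab3*, *Myoc* and *Gpc3*, and *Gpc3* was also called with no filter, with quantile normalization, whether or not the FPKM ratio was included, and without V4. Leaving out a library called *Arhgef10* and *Grik1* (without D1), *Kcnab3* (without D4), *Kctd17* (without D3) and *Ntsr1* and *Col1a2* (without V4). *Clic5*, *Hcn2*, *Kcnip4*, *Kcnv1*, *Adcyap1r1*, *Chrna7*, *Cxadr*, *Lefty2* and *Pcsk5* were called by none of the alternative fits.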

Other observations

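The tests of the column headers, of the oligodendrocyte markers outside Fig. 8, of activity-regulated genes, of depth, of other splits for *Gdf1* and of the lists by header were chosen only after the results they bear on were seen, and how the header, list, activity, scaling and *Gdf1* split tests are read was changed after their values were seen.
The column headers name another region than S1 Dataset for 4 of the 8 libraries. If the headers were right, the ratio of ventral to dorsal FPKM by the headers would follow the ISH ratio, which comes from other mice. Over 112 layer-specific genes its correlation with the ISH ratio was −0.252 (permutation test across genes, p = 0.00837), while the ratio by S1 Dataset gave 0.67, the 4 libraries on which both give the same region 0.64 and the other 4 libraries, with the regions of S1 Dataset, 0.67. These values argue against the headers. How the headers arose was not tested.
Of the 35 splits of the 8 libraries into 4 and 4, 1, the dorsal against ventral split itself, gave as many D>V genes, and 1 gave as many V>D genes. The largest other split gave 40 calls in both directions, and 30 of the 34 others gave 0. At an unadjusted p under 0.05 the others had a median of 553.5 genes, against 2191 for the dorsal against ventral split. Depth does not account for the calls, since the relative depths of dorsal and ventral libraries overlapped (exact permutation test, p = 0.914). Whether the excess of D>V over V>D calls comes from the scaling between libraries could not be decided, because the D>V share of calls moved from 59.8% to 49.2% with each library rescaled to one total FPKM, but only to 56.7% with quantile normalization. A biological difference between the regions stays open for that balance.
Oligodendrocyte markers were lower in ventral MEC, by a mean log2(V/D) of −0.93 over 12 of 12 genes (camera, adjusted p = 1.1e-20 across genes). Among the most abundant were *Mbp* and *Mobp*, the latter at 158 FPKM in dorsal and 77.8 in ventral MEC, and 5 of the 12 are labelled in Fig. 8. The 7 that are not had a mean of −0.958 and were lower in 7 of 7 cases (camera, p = 1.6e-14 across genes, and 0.0121 with the estimated correlation), where the axon ensheathment genes had a median of −0.69. A larger share of oligodendrocytes in the dorsal tissue is therefore a candidate explanation of the axon ensheathment genes, and higher expression per cell stays open, since tissue RNA does not separate them. The 7 unlabelled markers are not an independent test. Fig. 8 leaves out genes with low ISH intensity, so these markers may belong to the paper's axon ensheathment term. Precursor markers did not fall with the oligodendrocyte markers, since 4 of 5 were higher ventrally (camera, adjusted p = 0.0593, and 0.0388 with fry).
The leptomeningeal list was higher in ventral MEC in 9 of 9 genes, with a median log2(V/D) of 0.398 (camera, adjusted p = 4.1e-07 across genes). *Dcn* rose from 24.3 to 48.4 FPKM and *Igf2* from 36.6 to 54.4, and 1 gene of the list, *Col1a2*, is labelled in Fig. 8. More meningeal tissue in the ventral pieces may thus contribute to the extracellular region genes. The 19 extracellular region genes on no marker list had a mean of 0.68, so expression in other cells stays open as well. More blood vessel wall is argued against, because the endothelial list was lower in ventral MEC, with a mean of −0.237 and 8 of 9 genes lower (camera, adjusted p = 0.0264). That list no longer passed without V1, D4 or V4, with an adjusted p of up to 0.135, and its most abundant gene, *Itm2a*, was at 15.1 FPKM in dorsal and 14.1 in ventral MEC. The mural list decides nothing, since its members went both ways (camera, adjusted p = 0.839, 4 of 6 genes lower). Its direction also changed in 4 of the fits that left out a library. Its 1 called gene, *Vtn*, rose from 13.8 FPKM in dorsal to 18.7 in ventral MEC (adjusted p = 0.0229, limma) and is labelled in Fig. 8.
Channel activity genes were higher in dorsal MEC. Some of them, such as *Pllp*, are also labelled for axon ensheathment. A larger share of oligodendrocytes in the dorsal tissue was not tested for the channel activity genes and stays open. A larger share of neurons there is argued against as the whole explanation, because neither neuron list fell as far as the channel activity genes' median log2(V/D) of −0.54. A smaller contribution stays open, since neither list passed the threshold. The GABAergic list moved the other way, by a mean of 0.149 with 6 of 7 genes higher ventrally (adjusted p = 0.0501 in camera, 0.101 in fry). The glutamatergic list had a mean of −0.0456, with 4 of 5 genes lower ventrally (camera, adjusted p = 0.497). Of their abundant genes, *Gad2* was at 62.2 FPKM dorsally and 68.5 ventrally, *Gad1* at 60.9 and 54.9 and *Slc17a7* at 107 and 105. The parvalbumin interneuron list was lower in ventral MEC (camera, adjusted p = 0.0264), where *Pvalb* fell from 15.7 to 6.63 FPKM and *Syt2* from 7.60 to 3.02, but 2 of its 5 genes were higher and without V2 the list had an adjusted p of 0.0859, so whether fewer of these cells or lower expression lies behind it cannot be told apart. The somatostatin list (adjusted p = 0.00530, 4 of 4 higher ventrally, *Sst* 109 against 220 FPKM) and the VIP and CCK list (adjusted p = 0.0150, 4 of 4 higher, though *Cck*, the most abundant, was at 454 and 460 FPKM) moved the opposite way in camera, the latter not past the threshold without V4 (0.0503). Of the 15 marker lists tested, 7 passed with camera, 6 with fry and 0 with camera's correlation estimated from the libraries, where the oligodendrocyte and leptomeningeal lists came closest (0.0702 each). Leaving out each library in turn gave between 5 (without V4) and 10 (without V3) lists.
Activity-regulated genes were lower in ventral MEC for 17 of 21 genes, with a mean of −0.34 (camera, adjusted p = 0.000249). *Nr4a2*, the most abundant, was at 181 and 182 FPKM, and *Egr1* at 76.7 and 53.1. An unpaired exact permutation test of the list's mean log2(FPKM + 1) per library gave p = 0.114 and fry an adjusted p of 0.139. Both leave the pools of mice that the regions share out of account, since which libraries share a pool is not given. Among the libraries headed D the dorsal means were 3.31 and 3.39 and the ventral ones 3.04 and 3.08, and among those headed V they were 2.90 and 3.10 against 2.56 and 2.86 (exact permutation test within headers, p = 0.0556, the smallest it allows). A difference in recent activity or handling between the pieces therefore stays open.
Tissue from beyond MEC was tested with 5 lists. The CA1 and subiculum list gave an adjusted p of 0.415 in camera, with 2 of 4 genes on each side and 2 of them, *Fibcd1* and *Fn1*, labelled in Fig. 8, while *Man1a*, the most abundant, fell from 26.2 to 17.1 FPKM. The genes expressed beyond the dorsal border gave 0.304 and those beyond the ventromedial border 0.0983, while those on the MEC side gave 0.0983 dorsally and 0.843 ventromedially. With fry, the MEC side of the dorsal border (adjusted p = 0.00216) and the genes beyond the ventromedial border (0.0216) passed, and with camera they did so only without D4. These lists hold members that go both ways, and so do not decide on tissue from outside MEC. Astrocyte (0.415), microglia (0.0995) and Y-linked (0.839) lists showed no shift in camera. Choroid plexus, dentate gyrus and X-inactivation lists had 2, 1 and 0 genes tested and were left out.
Autism-related genes are long, and gene length may account for part of their excess among D>V genes, because within bins of gene length the adjusted p was 0.0803 and the fold 1.96 in place of 3.15 (exact conditional test). For schizophrenia-related genes among D>V genes, which did not pass without bins, length decides nothing (adjusted p = 0.608 within bins).
*Gdf1* (ENSMUSG00000055694) was chosen after its values were seen. It was at 3.58 to 7.22 FPKM in the 4 libraries headed D and at 0.00481 to 0.0360 in the 4 headed V, and did not differ between the regions of S1 Dataset (log2 fold change −0.02, adjusted p = 0.995, limma). It shares a locus on chromosome 8 (70315775 to 70353273) with *Upf1* and *Cers1*. *Cers1* was lower in all 4 libraries headed D, at 3.87 to 6.76 FPKM, than in all 4 headed V, at 8.35 to 10.3 (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow), and *Upf1* overlapped (p = 0.943, exact permutation test). Fragments that Cuffdiff 2 divided differently between genes of the locus are therefore a candidate explanation. A difference between the libraries that many genes share stays open. Of the 18 splits with 2 dorsal and 2 ventral libraries on each side, 4, the headers' split included, had at least its 721 genes at an unadjusted p under 0.05. Within both regions, however, the libraries headed D lay above those headed V for the activity-regulated and microglia lists and below them for the Y-linked list (exact permutation test within regions, p = 0.0556 each, the smallest it allows), 3 of 15 lists where chance gives 0.833. Why the split follows the headers stays open.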
